# The Challenge of Stability in High-Throughput Gene Expression Analysis: Comprehensive Selection and Evaluation of Reference Genes for BALB/c Mice Spleen Samples in the *Leishmania infantum* Infection Model

**DOI:** 10.1371/journal.pone.0163219

**Published:** 2016-09-26

**Authors:** Yasmina E. Hernandez-Santana, Eduardo Ontoria, Ana C. Gonzalez-García, M. Antonieta Quispe-Ricalde, Vicente Larraga, Basilio Valladares, Emma Carmelo

## Abstract

The interaction of *Leishmania* with BALB/c mice induces dramatic changes in transcriptome patterns in the parasite, but also in the target organs (spleen, liver…) due to its response against infection. Real-time quantitative PCR (qPCR) is an interesting approach to analyze these changes and understand the immunological pathways that lead to protection or progression of disease. However, qPCR results need to be normalized against one or more reference genes (RG) to correct for non-specific experimental variation. The development of technical platforms for high-throughput qPCR analysis, and powerful software for analysis of qPCR data, have acknowledged the problem that some reference genes widely used due to their known or suspected “housekeeping” roles, should be avoided due to high expression variability across different tissues or experimental conditions. In this paper we evaluated the stability of 112 genes using three different algorithms: geNorm, NormFinder and RefFinder in spleen samples from BALB/c mice under different experimental conditions (control and *Leishmania infantum*-infected mice). Despite minor discrepancies in the stability ranking shown by the three methods, most genes show very similar performance as RG (either good or poor) across this massive data set. Our results show that some of the genes traditionally used as RG in this model (i.e. *B2m*, *Polr2a* and *Tbp*) are clearly outperformed by others. In particular, the combination of *Il2rg* + *Itgb2* was identified among the best scoring candidate RG for every group of mice and every algorithm used in this experimental model. Finally, we have demonstrated that using “traditional” vs rationally-selected RG for normalization of gene expression data may lead to loss of statistical significance of gene expression changes when using large-scale platforms, and therefore misinterpretation of results. Taken together, our results highlight the need for a comprehensive, high-throughput search for the most stable reference genes in each particular experimental model.

## Introduction

The term leishmaniases includes a spectrum of diseases caused by parasites belonging to genus *Leishmania* that affects millions of people around the world [1]. The global strategies against the disease include improving leishmaniases diagnostic tools and notification as well as providing early treatment for patients, although drug resistance is arising as a major problem. At present, there is no effective vaccine to prevent or treat leishmaniases in humans. A major limitation in vaccine development against leishmaniases is the lack of precise understanding of the particular immunological mechanisms that allow parasite survival in the vertebrate host.

The interaction of the parasite with the host cell induces dramatic changes in transcriptome patterns in the parasite, but also in the target cells [2,3]. The host withstands the infection by inducing innate immune responses, associated with changes of gene expression of numerous genes. Successful parasites can overcome the host´s immune system and colonize the tissues, and this process is deeply dependent on transcriptional reprogramming of numerous genes including those involved in basal cell processes [3]. Analysis of gene expression in infected tissues during leishmaniases will assist with the evaluation of drug and vaccine candidates, and the understanding of the immunological pathways that lead to protection and/or progression of disease.

Real time quantitative PCR (qPCR) is a highly sensitive, specific and accurate technique that allows analysis of gene expression, comparing steady-state mRNA levels between control and test samples [4]. Besides, it can be easily scaled-up in order to perform high-throughput analysis of multiple targets at the same time [5]. Many advances have been made in this field in recent years, such as the development of technical platforms for high-throughput analysis, improving mRNA quantification and internal standard selection [6,7], and the development of powerful software for analysis of qPCR data[8]. One of the drawbacks of qPCR is, however, its sensitivity, that renders the analysis susceptible to small variations in technical protocols and therefore may lead to misinterpretation of results [9,10]. In order to avoid that problem, qPCR results are generally normalized against one or more reference genes (RG) [11] to correct for non-specific experimental variation, such as differences of quantity and quality of mRNA between the samples, enzymatic activity and different transcriptional activity between tissues [12]. These RG need to be genes whose expression remains stable at various conditions across different biological groups. There are a number of studies were the selection of several traditional candidates to RG has been made in mice model using mathematical algorithms [13–20]. All these studies highlight the need to evaluate candidate RG for accurate normalization of gene expression data. The selection of RG candidates in the *Leishmania*-infected mice model has been traditionally focused in genes with known or suspected housekeeping roles: 18S ribosomal RNA [21,22] (*Rn18s*), B-actin [23,24] (*Actb*), Glyceraldehyde-3-phosphate dehydrogenase [25,26] (*Gadph*) and Hypoxanthine-guanine phosphoribosyltransferase [27,28] (*Hprt*). Several authors have evaluated some of them, showing that mRNA expression of genes such as *B2m* [29], *Hprt*, *Pgk1* [30], *Polr2a* [31], *Tbp* [18,19] and *Ubc* [9] are relatively stable, although others like *18SrRNA* and *Actb* [9] should be avoided for normalization due to high variability across different tissues or experimental conditions.

The development of experiments yielding large transcriptome data sets has, jointly with qPCR studies, identified genes differing from the traditional housekeeping genes as most stably transcribed [32–34]. The comprehensive identification of accurate RG for normalization of gene expression data in BALB/c mice, particularly in *Leishmania* target organs like spleen, remains to be completed. In this study we have used three different normalization algorithms for the evaluation of 112 candidate RG genes in BALB/c mice, in order to select the most stable genes for the accurate normalization of gene expression. Our results show that, in this model and using this technical platform, some of the genes traditionally used as RG are clearly outperformed by other genes, and therefore the rational selection of RG should be strongly considered before performing large gene expression analysis.

## Materials and Methods

### Biological Samples

All experiments involving animals were conducted in accordance to both European (2010/63/UE) and Spanish legislation (Law 53/2013), after approval by the Committee for Research Ethics and Animal Welfare (CEIBA) of the University of La Laguna (Permission code: CEIBA2015-0168).

Promastigotes from *Leishmania infantum* (MCAN/ES/98/LLM-274) were grown at 26°C in RPMI medium (Gibco BRL), supplemented with 20% inactivated fetal calf serum (SBFI), 100 ug/ml streptomycin (Sigma-Aldrich, St. Louis, USA) and 100 U/ml of penicillin (Biochrom AG, Berlin, Germany) until reaching stationary phase.

Forty seven BALB/c (purchased to Charles River Laboratories, France) mice (14–15 weeks old) were used in this study. Mice were randomly separated in two groups: (i) 23 control mice and (ii) 24 mice that were infected with 10^6^ stationary-phase *L*. *infantum* promastigotes via tail vein. Mice were euthanized by cervical dislocation and spleens were removed and immediately stored in RNA*later* at -70°C (Sigma-Aldrich, St. Louis, USA). All efforts were made to minimize animal suffering.

### RNA Isolation and Quantification

Total RNA isolation from spleens (9–11 mg) was performed by cell disruption using FastPrep® System (ProScientific, Cedex, France) and Lysing Matrix D (MP Biomedicals, Solon, USA) in TRI-Reagent (Sigma-Aldrich, St. Louis, USA). RNeasy Mini Kit (Qiagen) was subsequently used for mRNA enrichment following manufacturer’s instructions.

Nucleic acid purity was assessed measuring OD_260/280_ and OD_260/230_ ratios using NanoDrop ND-1000 (Thermo). Only samples with OD_260/280_ ratios between 2.10 and 2.2, and OD_260/230_ ratios between 1.8–2.2 were included in this study. RNA integrity number (RIN) was determined using 2100 Bioanalyzer (Agilent Technologies, Santa Clara, United States). RIN was > 7 for all RNA samples included in this study.

### Reverse Transcription and High-Throughput Real-time quantitative PCR (RT-qPCR)

Reverse transcription was performed with random hexamers using the High Capacity cDNA Reverse Transcription Kit (Life Technologies, Carlsbad, CA) according to manufacturer’s instructions. Briefly, 10 μL of total RNA (200 ng/μL) were added to the 2X reverse transcription mix for a total of a 20-μL reaction. Thermal cycler conditions were set to run for 2 h at 37°C, and for 10 min at 75°C followed by a rapid cooling to 4°C. Real-time PCR was performed using QuantStudio 12K Flex Real-Time PCR System (Life Technologies, Carlsbad, CA). Custom TaqMan OpenArray Real-Time PCR Plates were custom-designed, and included 112 Gene Expression Assays organized in 48 subarrays. cDNA samples were loaded into the plates using an OpenArray AccuFill instrument (Applied Biosystems) according to the manufacturer’s protocols. Each sub-array was loaded with 2.5 μl 2X GeneAmp Fast PCR Master Mix (Applied Biosystems), 1 μl 5X TaqMan OpenArray Remix (Applied Biosystems), 0.3 μl RNase-free water, and 1.2 μl cDNA. The thermal cycling protocol was to manufacturer defaults (95°C for 15 seconds, 60°C for 1 minute, for 40 cycles). All reactions were performed in triplicate. QuantStudio 12K Flex Real-Time PCR System (Life Technologies, Carlsbad, CA) calculates Cq values using an algorithm that takes into account the efficiency of each individual curve, called C_rt_ method [35]. The C_rt_ method sets a threshold for each curve individually that is based on the shape of the amplification curve, regardless of the height or variability of the curve in its early baseline fluorescence. The method first estimates a curve that models the reaction efficiency from the amplification curve. It then uses this curve to determine the relative threshold cycle (C_rt_) from the amplification curve, that eliminates the need of “conventional” Real-Time PCR for calculating the efficiency of each reaction. Therefore, Cq values produced by this platform are already corrected for the efficiency of the amplification.

### Assay Design and Selection of Targets

One hundred and twelve genes were included in this study, all of them available as TaqMan Gene Expression Assays (Life Technologies). In order to evaluate their performance, six candidate RG were selected after a literature search of the most commonly used RG for gene expression assays in BALB/c mice: *Hprt*, *Ubc*, *B2m*, *Pkg1*, *Polr2a* and *Tbp*. 106 extra genes were included in the array, all of them involved in different mechanisms of immune system: cytokines, chemokines and their receptors, transcription factors, prostaglandins, costimulatory molecules, enzymes and others. The complete list of genes is shown in S1 Table.

### Normalization Algorithms

Cq values from the 47 samples analyzed were exported for normalization using three different algorithms: geNorm [36], NormFinder [37] and RefFinder [38].

#### geNorm

geNorm normalization was performed in qBase^PLUS^ software (Biogazelle, Gent, Belgium). The geNorm algorithm evaluates RG candidates using two quality parameters: the stability value (M) and the coefficient of variation of the normalized reference gene expression levels. M value is the average pairwise variation of a particular gene with all other control genes included in the analysis. geNorm allows eliminating the worst-scoring candidate RG and recalculating M values for the rest, considering those with lowest M values (M < 0.5) the most stably expressed across the data set. geNorm also determines the number of RG that are required for optimal normalization using V parameter, calculating the pairwise variation (*V*_*n/n+1*_) between the normalization factors of the samples. Generally, V < 0.15 is considered the threshold value below which an additional reference gene is not required for accurate normalization [36]. In brief, the Cq value of every sample, by triplicate, was loaded in qBase^PLUS^ software, with set cut-off values of M < 0.5 and V < 0.15.

#### NormFinder

NormFinder [37] is a Microsoft Excel-based application available online (http://moma.dk/normfinder-software) that identifies the optimal normalization genes among a list of candidates. This tool ranks the candidates genes depending on their expression stability, considering the variations in expression levels between sample subgroups (intergroup variation) as well as within the subgroups (intragroup variation) assigning a stability value for each candidate gene.

#### RefFinder

RefFinder [38] is a website tool available online (http://fulxie.0fees.us/?type=reference) which integrates the four most common normalization algorithms: NormFinder, BestKeeper [39], geNorm and ΔCt [40] method. This tool ranks every candidate RG based on the geometric mean of the four methods mentioned above.

### Normalization of Gene Expression

qBase Plus software was employed to obtain Relative Quantity (RQ) and Normalized Relative Quantity (NRQ) values from the whole data set, following manufacturer’s instructions [41]. Normalization was performed using two different pairs of RG: Il2rg+Itgb2 and Polr2a+Tbp.

### Evaluation of Reference Genes and Statistical Analyses

Gene expression data (NQR) was compared for three different genes (*Cxcl10*, *Ifng* and *Tnf*). Statistical analyses were performed using the non-parametric Mann-Whitney test for pairwise comparison between control and infected groups, using SPSS software, version 20 (IBM). Uncertainty in data accuracy was calculated as described by Remans et al., 2014 [10].

## Results

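Spleen RNA of 47 BALB/c mice, an inbred laboratory strain, was reverse transcribed and amplified with 112 TaqMan assays on OpenArray plates, in 3 reactions per assay and mouse. The 24 infected mice received 1000000 promastigotes each, the 23 control mice received 0, and all mice were 14 to 15 weeks old. The authors deposited relative quantities (RQ), with 1 value per assay and mouse, obtained in qBase PLUS. They also deposited a second table of values normalized to *Polr2a* + *Tbp*. In the RQ table the log2 values of a gene average to within 0.001 of 0 over the mice for all but 1 of the genes with any value, so RQ compares mice for one gene and gives no level that can be compared between genes. The smallest RQ was 0.0238 and the largest 25.4. The Cq values, the single reactions and the authors' own values normalized to *Il2rg* + *Itgb2* were not analysed here.
Between 80 and 110 assays per mouse had a value, with a median of 97 in control mice and 95 in infected mice. The mean log2 RQ of the 71 genes with a value in every mouse was taken as the amount of amplifiable cDNA (cDNA amount). It was 0.17 ± 1.89 (SD, n = 23) in control mice and −0.16 ± 1.87 (SD, n = 24) in infected mice, a difference within the spread between mice (two-sided permutation test with 100000 resamples, p = 0.540). From the lowest to the highest mouse it spanned a 74.4-fold range. From the RQ table, normalized values were computed by dividing by the geometric mean of a pair of reference genes, and stability was computed on log2 RQ. Missing values were left missing. The plate or run of each mouse is not given in the sources used here, so neither could be examined. The samples are listed in alternating stretches of control and infected mice. Whether values differ between these stretches was not tested.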

Spleens from a collection of 47 BALB/c mice, divided in control mice (*n* = 23) and *L*. *infantum* infected-mice (*n* = 24) were analyzed by RT-qPCR in order to determine gene expression of 112 different genes. After determination of the quality and integrity of RNA and cDNA, and in order to validate its performance in RT-qPCR, it was verified that none of our 47 template cDNAs failed to show amplification with all 112 Taqman Assays, indicating that all of them have enough quality to produce at least one RT-PCR result. In fact, the average of positive RT-PCR amplifications was 97 Taqman Assays/sample (out of 112 possible), very high, taking into account QuantStudio 12K Flex Real-Time platform is a semi-automated system performing thousands of reactions at once. 

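In the RQ table, 96.7 ± 8.15 assays per mouse (SD, n = 47) had a value. The mean was 97.0 ± 8.75 (SD, n = 23) in control mice and 96.3 ± 7.70 (SD, n = 24) in infected mice, and the difference was smaller than the spread between mice (two-sided permutation test, p = 0.761). Mice with more cDNA had a value in more assays. Over the 47 mice, Pearson's r between the number of assays with a value and cDNA amount was 0.955 and Spearman's rho was 0.961, each with a permutation p of 1e-05, the smallest that 100000 resamples can give, and 3.43e-05 after Benjamini-Hochberg adjustment over the 24 relations to cDNA amount that were computed. Within control mice r was 0.956 and rho 0.965, and within infected mice r was 0.960 and rho 0.948, each with the same smallest p. Without the 2 mice farthest from the median cDNA amount, r over all mice was 0.952.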

Normalization of gene expression in this massive data set (15792 data points: 112 qPCR reactions performed in triplicate using RNA from 47 mice) was performed using geNorm, NormFinder and RefFinder algorithms independently. As a first step, 41 genes had to be excluded from the analysis. 

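These 41 genes were the ones that lacked a value in at least 1 of the 47 mice, and all 41 are the genes printed in bold in S1 Table. *Il17a* and *Il22* had no value in any mouse, 14 genes lacked a value in more than 50% of the mice, and 10 lacked it in only 1 to 3 mice. Whether a gene was detected did not separate the groups. Fisher's exact test (two-sided) of mice with and without a value, infected against control, left 0 of the 41 genes past a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.974. At an unadjusted p under 0.05 there was 1 gene, *Il13*, which had a value in 6 of 23 control mice and 1 of 24 infected mice (Fisher's exact test, p = 0.0479). The missing values of the table normalized by the authors gave the same counts.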

The three algorithms used are sensitive to missing data, meaning that if a single Taqman assay did not yield amplification in one mouse, that gene must be excluded for RG identification across the whole data set. Only 1516 qPCR reactions (out of 15792, less than 10%) did not amplify, but that meant that 41 genes could not be included in the analysis to identify the most stable reference genes. Therefore only 71 genes were accepted for the normalization process. 

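Counted as means of 3 reactions, 721 of the 5264 combinations of assay and mouse had no value in the RQ table, which is 13.7%. How many of the 3 reactions amplified where a value is present cannot be read from these means.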

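The 71 genes include all 6 classical RG. Taken by group, 73 genes had a value in every control mouse and 77 in every infected mouse.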

The selection of the most stable RG was performed initially using only control (non-infected) mice, in order to evaluate the performance of the candidate RG (the full ranking is included in S2 Table). In a second stage, gene expression stability in *Leishmania*-infected mice group was analyzed (the full ranking is included in S3 Table), as well as using the whole set of mice (the full ranking is included in S4 Table), in order to test the robustness of the evaluation.

### Expression stability of reference gene candidates in control BALB/c mice

Cq data was loaded into qBase^PLUS^ software and geNorm was implemented. 

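Here the 3 algorithms were run on log2 RQ of the 71 genes. For geNorm, the M of a gene was the mean SD of its log2 ratios to all other genes, the gene with the highest M was removed at each step, and the value listed for a gene is the average M of the genes still present when it was removed. The V parameter compares the normalization factors from the 2 and the 3 best genes. Within control or infected mice, NormFinder was run without groups. It gave a model-based SD of a gene relative to the mean of all candidates in each mouse, on the log2 scale. In the whole set, control and infected mice were 2 groups. There the stability value adds the estimated difference of a gene between groups to the error of that estimate, averaged over the groups. It is not an SD and cannot be compared with the values within control or infected mice. RefFinder was computed as the geometric mean of 4 ranks, from geNorm, NormFinder without groups, the ΔCt method and BestKeeper. BestKeeper ranked genes by the mean absolute deviation of log2 RQ, with no reference. The RefFinder website itself was not used here. Errors are bootstrap standard errors (SE) from 100 draws of the mice, and a gene's place in a list is followed by how many of these draws kept it there.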

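In control mice, *Hprt* had an M value of 0.348 (bootstrap SE 0.0482) and ranked 5 of 71 genes. *B2m* ranked 36 with 0.554 (SE 0.0317), *Pgk1* 56 with 0.675 (SE 0.0784), *Polr2a* 67 with 0.768 (SE 0.0572) and *Tbp* 68 with 0.782 (SE 0.0508). M stayed below 0.5 in 100 of 100 bootstrap draws for *Hprt*, in 9 for *B2m*, in 6 for *Pgk1* and in 0 for *Polr2a* and *Tbp*.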

According to geNorm algorithm, only *Hprt*, from the typical RG group, showed an M-value below the threshold (M< 0.5), unlike *Ubc*, *B2m*, *Polr2a*, *Pkg1* and *Tbp*, whose M values were higher than 0.5 (Fig 1A). This result indicates that all these typical RG (*Ubc*, *B2m*, *Polr2a*, *Pkg1* and *Tbp*) do not meet the criteria to be used as reference genes in gene expression assays. Moreover, 24 genes related to different immune mechanisms showed better stability than classical RG, reflected as M-values below 0.5 (Fig 1A). geNorm algorithm ranked *Il18bp* and *Il10rb* as the most stable genes (Table 1), enough for optimal normalization according to V parameter (Fig 1B). 

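*B2m* and *Pgk1* lay above the threshold by more than 1 bootstrap SE, and *Polr2a* and *Tbp* by several SE. Taking M < 0.5 as the criterion, the paper concludes that these classical RG are not suited as reference genes.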

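In control mice 25 genes had M < 0.5 (bootstrap SE 4.93), and *Hprt* was the only classical RG among them. Of the other 24, only *Il10rb*, *Il18bp*, *Cxcl10* and *Myd88* ranked above *Hprt*. *Il10rb* and *Il18bp* remained last with an M of 0.263 (SE 0.0866 for *Il10rb* and 0.0689 for *Il18bp*). The same pair came out in 15 of 100 draws, and *Il18bp* was in the top 10 in 87 draws and *Il10rb* in 45. V for the 2 and 3 best genes was 0.108 (SE 0.0115), under the threshold of 0.15. The number of genes below 0.5 depends on how M is listed. It was 16 with each gene's own M at the step of its removal and 0 with no stepwise exclusion. *Il18bp* differed between the groups of mice, with log2 NRQ under *Il2rg* + *Itgb2* normalization higher by 0.64 in infected mice (SE 0.13, limma with Benjamini-Hochberg adjustment over 95 genes, adjusted p = 0.000154).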

*NormFinder* analysis of this set of mice ranked *Myd88* and *Il2rg* as the most stably expressed genes (Table 1). 

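The NormFinder stability values of the 71 genes in control mice ran from 0.159 to 1.33 with a median of 0.529. *Myd88* had 0.159 (bootstrap SE 0.0297) and *Il2rg* 0.252 (SE 0.0301). *Itgb2* came next with 0.253 (SE 0.0355), which differs from *Il2rg* by less than either SE. *Myd88* was in the top 10 in 100 of 100 draws, and *Il2rg* and *Itgb2* in 99 each. Natural logarithms in place of log2 left the ranks of all genes named here as they were. *Myd88* was higher in infected than in control mice by 0.32 in log2 NRQ under *Il2rg* + *Itgb2* normalization (SE 0.10, limma, adjusted p = 0.0208, and 0.0810 with array weights).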

Again, the ranking of stability values for the collection of classical RG (Fig 1C), showed that only *Hprt* was ranked among the top-20 genes (7/20), and two of them (*Polr2a* and *Tbp*) were among the 10-worst scoring genes (S2 Table). This same analysis performed with *RefFinder* algorithm ranked *Hprt* and *Stat4* as the most stable candidate reference genes (Table 1). 

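*Hprt* ranked 7 with a stability value of 0.302 (bootstrap SE 0.0418). *B2m* ranked 37 with 0.542 (SE 0.0447), *Pgk1* 55 with 0.733 (SE 0.142), *Polr2a* 66 with 0.928 (SE 0.119) and *Tbp* 68 with 1.14 (SE 0.116). The bootstrap SE of the rank was 4.06 for *Polr2a* and 0.827 for *Tbp*. When the linear relation of each gene to cDNA amount was removed, a step chosen after the data were seen, *Tbp* ranked 50 with a stability value of 0.492 and *Polr2a* 70 with 0.766 in control mice.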

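In the RefFinder ranking computed here for control mice, *Myd88* came first with a geometric mean rank of 3.44 (bootstrap SE 0.825), followed by *Itgb2* with 6.24 (SE 2.80) and *Il2rg* with 6.59 (SE 2.80). *Hprt* ranked 7 with 10.2 (SE 4.50), from ranks of 5 by geNorm, 7 by NormFinder, 7 by the ΔCt method and 44 by BestKeeper. *Stat4* ranked 20 with 22.9 (SE 6.01). *Myd88* was in the top 10 in 100 of 100 draws, *Hprt* in 70 and *Stat4* in 8.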

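Of the classical RG in control mice, only *Hprt* lay in the top 20 of the RefFinder ranking computed here. *Tbp* ranked 21 with a geometric mean rank of 23.7 (bootstrap SE 1.78). *Tbp* owed this place to BestKeeper, which ranked it 1, whereas it was 68 by geNorm, NormFinder and the ΔCt method. *B2m* ranked 34, *Polr2a* 53 and *Pgk1* 62. With BestKeeper left out, *Hprt* ranked 8, *B2m* 37, *Pgk1* 56, *Polr2a* 67 and *Tbp* 68.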

Only *Hprt* and *Ubc* were ranked among the top 20 genes, in first and thirteenth position respectively (Fig 1D).

**Fig 1:**
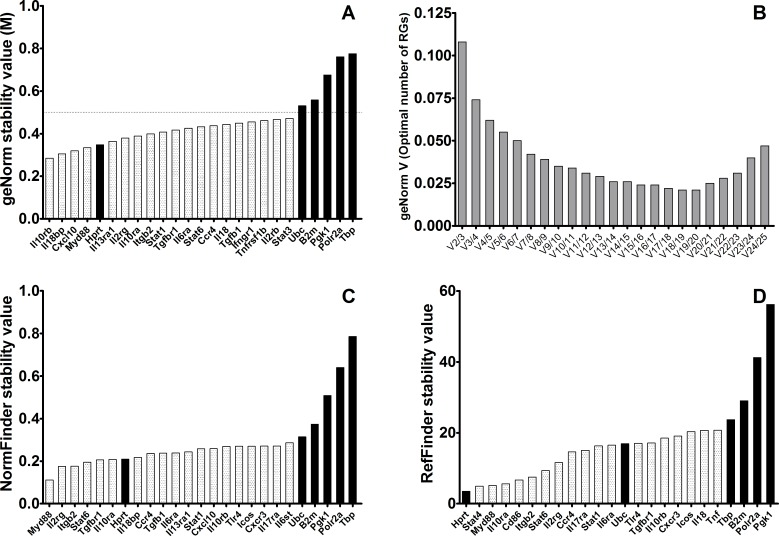
Stability values of the best candidate reference genes (light gray) and 6 six classical reference genes (black bars) in spleen samples of control BALB/c mice. **A)** M-stability value according to geNorm; horizontal line marks the threshold stability value M = 0.5. **B)** Pairwise variation (*V*_*n/n+1*_) between the normalization factors of the samples according to geNorm. **C)** Stability ranking according to NormFinder. **D)** Stability ranking according to RefFinder. Lower values indicate higher stability for all rankings.

**Table 1:** Ranking of top-ten reference genes in control BALB/c mice.

Rank	GeNorm	NormFinder	RefFinder
1	Il10rb	**Myd88**	**Hprt**
2	Il18bp	**Il2rg**	Stat4
3	Cxcl10	**Itgb2**	**Myd88**
4	**Myd88**	Stat6	**Il10ra**
5	**Hprt**	Tgfbr1	Cd86
6	Il13ra1	**Il10ra**	**Itgb2**
7	**Il2rg**	**Hprt**	Stat6
8	**Il10ra**	Il18bp	Il2rg
9	**Itgb2**	Ccr4	Ccr4
10	Stat1	Tgfb1	Il17ra

Bold letters indicate those genes that were identical among the top-ten by the three methods. Italics indicate “traditional” reference genes according to literature.

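In the lists computed here for control mice, 6 genes were in the top 10 of all 3 algorithms: *Hprt*, *Il10ra*, *Il18bp*, *Il2rg*, *Itgb2* and *Myd88*. *Il10ra* was among the top 10 in 75 of 100 bootstrap draws by geNorm, 80 by NormFinder and 77 by RefFinder. For *Hprt* these numbers were 60, 79 and 70, and for *Il18bp* 87, 69 and 80. *Il2rg* was in the top 10 of geNorm in 80 draws and *Itgb2* in 69, and in the top 10 of RefFinder in 97 and 96.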

Although the genes selected for normalization for the group of control mice by the three algorithms are different, five of the top 10 genes (*Itgb2*, *Il2rg*, *Il10ra*, *Hprt* and *Myd88*) are identical regardless of the selection algorithm (Table 1), indicating that combinations of these genes are probably the best choice for normalization of gene expression data in experiments using BALB/c mice model.

### Expression Stability of Reference Gene Candidates in BALB/c Mice Infected with *Leishmania infantum*

In order to meet the criteria that mark good reference genes, their expression must remain constant at various biological conditions across different biological groups. For that reason, the same analysis was performed on gene expression data obtained from a group of *Leishmania*-infected mice, and also from the whole set of mice, both control and infected with *L*. *infantum*.

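In the 24 infected mice, 24 genes had M < 0.5 (bootstrap SE 3.28). *Hprt* ranked 8 with 0.336 (SE 0.0628) and *Pgk1* 12 with 0.383 (SE 0.0647). *B2m* ranked 28 with 0.519 (SE 0.0521), *Polr2a* 32 with 0.544 (SE 0.0502) and *Tbp* 66 with 0.789 (SE 0.0319). *B2m* and *Polr2a* lay within 1 SE of the threshold, and M was below 0.5 in 30 and 21 of 100 draws. *Il6st* and *Itgb2* remained last with an M of 0.209 (SE 0.0658 for *Il6st* and 0.0600 for *Itgb2*), and the same pair came out in 58 draws. V for the 2 and 3 best genes was 0.0927 (SE 0.00961). With the 77 genes measured in every infected mouse as candidates, *Pgk1* ranked 15, *B2m* 45 and *Polr2a* 47. With the values of the table normalized by the authors in place of RQ, an alternative chosen after the data were seen, the ranks were 15 for *Pgk1*, 39 for *B2m* and 41 for *Polr2a*. With only 2 values of *Il1a* in the RQ table replaced by those of the normalized table, 71 of 71 ranks were those of the normalized table.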

geNorm analysis showed that only two commonly used reference genes, *Hprt* and *Pkg1*, show M < 0.5, and therefore are acceptable as RG, ranked 8^th^ and 15^th^ respectively; in contrast, expression stability of *Ubc*, *B2m*, *Polr2a* and *Tbp* are all above the threshold, hence their use is not recommended (Fig 2A). geNorm ranked *Il6st* and *Itgb2* as the most stably expressed genes (Table 2), enough for optimal normalization according to V parameter (Fig 2B). 

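By NormFinder in infected mice, *Itgb2* had a stability value of 0.189 (bootstrap SE 0.0232) and *Il2rg* 0.229 (SE 0.0326). *Hprt* ranked 7 with 0.280 (SE 0.0352), *Pgk1* 14 with 0.348 (SE 0.0537), *B2m* 39 with 0.544 (SE 0.0503), *Polr2a* 44 with 0.603 (SE 0.0565) and *Tbp* 66 with 1.02 (SE 0.0590). *Itgb2* was in the top 10 in 100 of 100 draws, *Il2rg* in 98, *Hprt* in 81 and *Pgk1* in 22.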

NormFinder analysis also agreed to only rank *Hprt* and *Pkg1* (among the candidate RG) in the top 20 genes, 7^th^ and 14^th^ respectively (Fig 2C), far from the genes whose expression is most stable in the *Leishmania*-infected mice group, *Itgb2* and *Il2rg* (Table 2). In contrast, *Il10rb* and *Tgfbr1* were the top-ranked genes for normalization of gene expression according to *RefFinder* algorithm (Fig 2D). 

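In the RefFinder ranking computed here for infected mice, *Itgb2* came first with a geometric mean rank of 2.60 (bootstrap SE 1.47) and *Il6st* was next with 5.32 (SE 2.96). *Il10rb* ranked 5 with 8.11 (SE 2.70) and *Tgfbr1* 6 with 10.1 (SE 4.68). *Il10rb* was in the top 10 in 90 of 100 draws and *Tgfbr1* in 77. *Tgfbr1* was lower in infected than in control mice relative to the mean of the 71 genes, by a log2 difference of −0.36 (SE 0.09, two-sided permutation test, p = 0.000180, adjusted p = 0.00153 over the 17 genes compared in this way). Under *Il2rg* + *Itgb2* normalization its log2 fold change was −0.27 (SE 0.11, limma, adjusted p = 0.0761 over 95 genes).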

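*Pgk1* ranked 15 in the RefFinder ranking computed here for infected mice, with a geometric mean rank of 17.7 (bootstrap SE 4.51), from ranks of 12 by geNorm, 14 by NormFinder, 15 by the ΔCt method and 39 by BestKeeper. It was in the top 10 in 13 of 100 draws. *Hprt* ranked 8 with 11.3 (SE 3.88).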

The commonly used reference gene *Pkg1* only ranked 10^th^ in this ranking.

**Fig 2:**
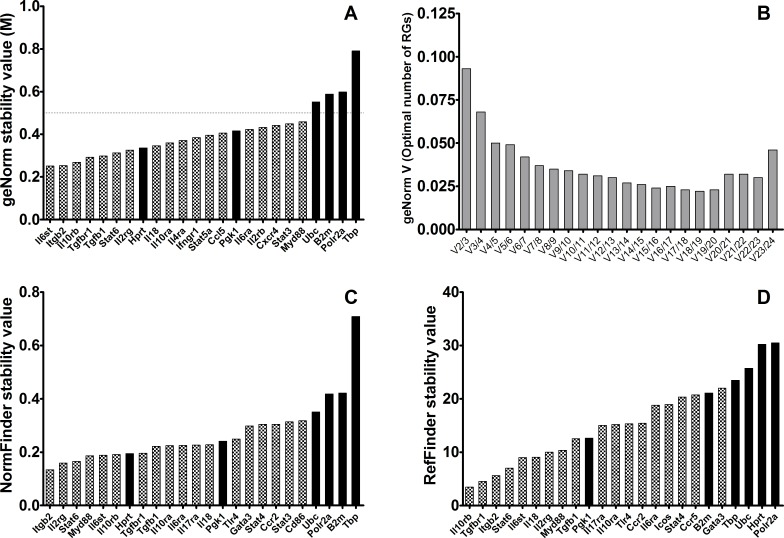
Stability values of the best candidate reference genes (light gray) and 6 six classical reference genes (black bars) in spleen samples of *Leishmania*-infected BALB/c mice. **A)** M-stability value according to geNorm; horizontal line marks the threshold stability value M = 0.5. **B)** Pairwise variation (*V*_*n/n+1*_) between the normalization factors of the samples according to geNorm. **C)** Stability ranking according to NormFinder. **D)** Stability ranking according to RefFinder. Lower values indicate higher stability for all rankings.

**Table 2:** Ranking of top-ten reference genes in control *Leishmania*-infected BALB/c mice.

Rank	GeNorm	NormFinder	RefFinder
1	**Il6st**	**Itgb2**	**Il10rb**
2	**Itgb2**	**Il2rg**	**Tgfbr1**
3	**Il10rb**	**Stat6**	**Itgb2**
4	**Tgfbr1**	Myd88	**Stat6**
5	**Tgfb1**	**Il6st**	**Il6st**
6	**Stat6**	**Il10rb**	Il18
7	**Il2rg**	*Hprt*	**Il2rg**
8	*Hprt*	**Tgfbr1**	Myd88
9	Il18	**Tgfb1**	**Tgfb1**
10	Il10ra	Il10ra	*Pgk1*

Bold letters indicate those genes that were identical among the top-ten by the three methods. Italics indicate “traditional” reference genes according to literature.

The gene expression of this set of genes is apparently more homogeneous in this group of mice, since 7 of the genes ranked in the top-10 are identical for the three algorithms: *Il2rg*, *Itgb2*, *Stat6*, *Il10rb*, *Tgfbr1*, *Il6st* and *Tgfb1* (Table 2). 

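In the lists computed here for infected mice, 8 genes were in the top 10 of all 3 algorithms: *Hprt*, *Il10rb*, *Il2rg*, *Il6st*, *Itgb2*, *Stat6*, *Tgfb1* and *Tgfbr1*. The mean M over all 71 genes was 0.827 in control mice and 0.858 in infected mice. A difference at least as large as this one, 0.0315, came out in 61 of 100 random relabellings of the mice, so it is within what relabelling gives. The median SD relative to the mean of all genes was 0.526 in control and 0.531 in infected mice, a difference reached in 91 of 100 relabellings. From the number of shared genes, the paper proposes that expression is more homogeneous in infected mice.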

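Relative to the mean of the 71 genes, log2 RQ of *Il2rg* differed between infected and control mice by −0.04 (SE 0.07, two-sided permutation test, p = 0.596), and *Itgb2* by −0.14 (SE 0.07, permutation test, p = 0.0390, adjusted p = 0.0828 over the 17 genes compared in this way). Over all 47 mice the SD of this relative quantity was 0.25 for *Il2rg* and 0.24 for *Itgb2*, against 1.06 for *Tbp* and 0.76 for *Polr2a*. *Stat6* differed by −0.18 (SE 0.08, permutation test, p = 0.0232, adjusted p = 0.0563).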

Interestingly, *Il2rg* and *Itgb2* stand out as two robust reference genes for gene expression analysis in spleens of BALB/c mice, regardless of infection with an intracellular parasite whose target organ is spleen, among others.

The stability of *Il2rg* and *Itgb2* as preferred reference genes in this experimental situation was challenged using a heterogeneous collection of mice, i.e. both healthy control and *Leishmania*-infected mice. The disparity between these two groups must be reflected in the stability values of the genes. Any gene that shows good stability values in “control” group, “infected” and “control+infected” mice will provide a very good reference for accurate normalization of gene expression in this large data set.

geNorm analysis of the whole set of mice revealed that 19 genes showed M < 0.5, only one of them being a traditional RG: *Hprt*, ranked 7/19 (Fig 3A). 

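Over the 47 mice, 19 genes had M < 0.5 (bootstrap SE 2.54). *Hprt* was the only classical RG among them and ranked 7, and its M was below 0.5 in 99 of 100 draws. *B2m* ranked 42 with 0.646 (SE 0.0366), *Pgk1* 43 with 0.650 (SE 0.0766), *Polr2a* 54 with 0.717 (SE 0.0420) and *Tbp* 68 with 0.832 (SE 0.0274).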

According to this ranking, *Itgb2* and *Stat6* are the most stable genes (Table 3), and enough for an optimal normalization (Fig 3B). It must be pointed out that *Il2rg* ranks 4^th^ in this analysis. 

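*Itgb2* and *Stat6* remained last with an M of 0.262 (bootstrap SE 0.0508 for *Itgb2* and 0.0710 for *Stat6*), and the same pair came out in 64 of 100 draws. V for the 2 and 3 best genes was 0.109 (SE 0.00910).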

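*Il2rg* had an M of 0.351 (bootstrap SE 0.0386) and followed *Il6st* with 0.321 (SE 0.0614), a difference of less than 1 SE. *Il2rg* was in the top 10 in 95 of 100 draws and *Il6st* in 70.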

NormFinder analysis revealed *Il2rg* and *Il6ra* as the genes with highest expression stability in this ranking (Table 3). 

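With control and infected mice as 2 groups, *Il2rg* had a NormFinder stability value of 0.0878 (bootstrap SE 0.0249) and *Il6ra* 0.104 (SE 0.0300), so these values lie within 1 SE of each other. *Itgb2* ranked 6 with 0.133 (SE 0.0300). *Il2rg* was in the top 10 in 95 of 100 draws, *Il6ra* in 85 and *Itgb2* in 84. Without the groups, *Itgb2* ranked 1 and *Il2rg* 2.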

The best scoring classical RG is *Hprt*, as low as 23^rd^ (Fig 3C). 

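*Hprt* ranked 23 in the whole set with a stability value of 0.199 (bootstrap SE 0.0477). *Polr2a* ranked 24 with 0.205 (SE 0.0465), *Pgk1* 25 with 0.209 (SE 0.0570), *Tbp* 40 with 0.276 (SE 0.0658) and *B2m* 57 with 0.347 (SE 0.0776). The setting that moved these ranks most was the one without groups, in which *Hprt* ranked 6, *Polr2a* 54 and *Tbp* 68.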

RefFinder algorithm was also used to determine the best genes for normalization in the whole data set (Fig 3D). 

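In the RefFinder ranking of all 47 mice, *Hprt* had a geometric mean rank of 9.97 (bootstrap SE 3.12) and ranked 6. *Tbp* ranked 21 with 23.7 (SE 1.20), *B2m* 30 with 27.9 (SE 2.75), *Polr2a* 53 with 38.5 (SE 2.49) and *Pgk1* 54 with 39.2 (SE 8.60). With BestKeeper left out, *Hprt* kept rank 6, while *Tbp* ranked 68, *B2m* 40, *Polr2a* 54 and *Pgk1* 39.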

Again, *Hprt* is the only commonly used RG that ranks among the top-20 (6/20). In this ranking, *Itgb2*, *Stat6* and *Il2rg* were most stable genes (Table 3).

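*Itgb2* had a geometric mean rank of 2.48 (bootstrap SE 1.01), *Stat6* 4.79 (SE 1.95) and *Il2rg* 5.18 (SE 1.71). Each of the 3 genes was in the top 10 of this ranking in 100 of 100 draws.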

**Fig 3:**
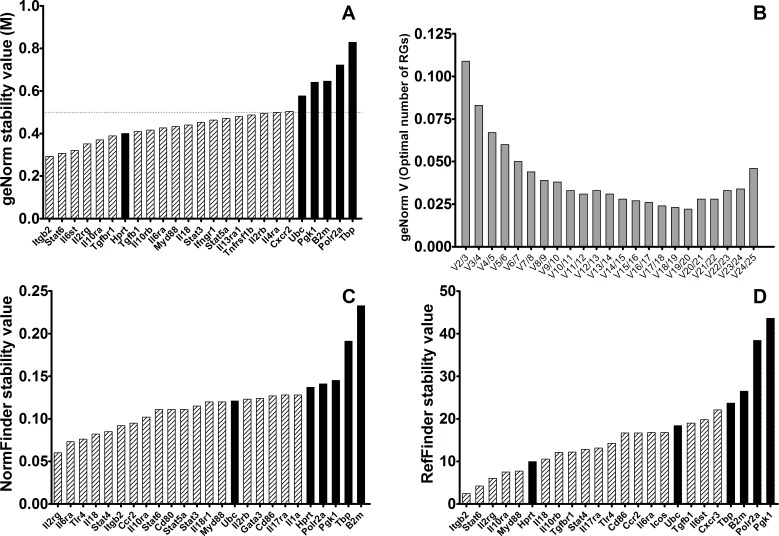
Stability values of the best candidate reference genes (light gray) and 6 six classical reference genes (black bars) in spleen samples of both groups of mice (control and *Leishmania*-infected BALB/c mice). **A)** M-stability value according to geNorm; horizontal line marks the threshold stability value M = 0.5. **B)** Pairwise variation (*V*_*n/n+1*_) between the normalization factors of the samples according to geNorm. **C)** Stability ranking according to NormFinder. **D)** Stability ranking according to RefFinder. Lower values indicate higher stability for all rankings.

**Table 3:** Ranking of top-ten reference genes in control and *Leishmania*-infected BALB/c.mice.

Rank	GeNorm	NormFinder	RefFinder
1	**Itgb2**	**Il2rg**	**Itgb2**
2	**Stat6**	Il6ra	**Stat6**
3	Il6st	Tlr4	**Il2rg**
4	**Il2rg**	Il18	**Il10ra**
5	**Il10ra**	Stat4	Myd88
6	Tgfbr1	**Itgb2**	*Hprt*
7	*Hprt*	Ccr2	Il18
8	Tgfb1	**Il10ra**	Il10rb
9	Il10rb	**Stat6**	Tgfbr1
10	Il6ra	Cd80	Stat4

Bold letters indicate those genes that were identical among the top-ten by the three methods. Italics indicate “traditional” reference genes according to literature.

Four genes, *Il2rg*, *Itgb2*, *Stat6* and *Il10ra*, ranked among the top-10 by the tree algorithms used in the whole set of mice. It is remarkable that *Il2rg* and *Itgb2* are ranked among the best scoring candidate reference genes for every group of mice and every algorithm used, which is indicative of their robustness as reference genes in gene expression analysis in this experimental model, despite its intrinsic heterogeneity.

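In the lists computed here for all 47 mice, 5 genes were in the top 10 of all 3 algorithms: *Il10ra*, *Il2rg*, *Il6ra*, *Itgb2* and *Stat6*. *Il6ra* ranked 10 by geNorm, 2 by NormFinder and 8 by RefFinder, and was in the top 10 in 43, 85 and 63 of 100 draws. *Il10ra* ranked 5, 8 and 5, and was in the top 10 in 81, 61 and 79 draws. *Stat6* was in the NormFinder top 10 in 48 draws.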

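*Il2rg* and *Itgb2* were the only genes in the top 10 of all 9 lists computed here, from 3 algorithms in control, infected and all mice. The ranks of *Il2rg* ran from 1 to 7 and those of *Itgb2* from 1 to 9. The list in which bootstrap draws kept them least often was geNorm, with 77 of 100 draws for *Il2rg* in infected mice and 69 for *Itgb2* in control mice. From their place in every list, the paper reasons that *Il2rg* and *Itgb2* are robust reference genes in this model.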

### Evaluation of *Il2rg* and *Itgb2* as Reference Genes

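For the comparison of reference pairs, the RQ of each gene was divided by the geometric mean of the RQ of *Il2rg* and *Itgb2*, or of *Polr2a* and *Tbp*, in the same mouse (NRQ). The factor from *Il2rg* + *Itgb2* followed cDNA amount with a slope of 1.04 (bootstrap SE 0.0101) in log2 units per log2 unit, and the factor from *Polr2a* + *Tbp* with a slope of 0.660 (SE 0.0420), with cDNA amount taken here over the other genes. By gene the slopes were 1.05 for *Il2rg* (SE 0.0189), 1.03 for *Itgb2* (SE 0.0161), 0.827 for *Polr2a* (SE 0.0589) and 0.501 for *Tbp* (SE 0.0352). The median slope of the 71 genes was 1.00. The log2 ratio of the *Polr2a* + *Tbp* factor to the *Il2rg* + *Itgb2* factor fell with cDNA amount over all mice (Pearson's r = −0.791, Spearman's rho = −0.796, permutation p = 1e-05 for each, the smallest that 100000 resamples can give, and 3.43e-05 after adjustment over 24 relations). Within control mice r was −0.841 and rho −0.808 (permutation p = 1e-05 for each), and within infected mice r was −0.738 and rho −0.745 (permutation p = 2e-05 for each, adjusted p = 6e-05). Without the 2 mice farthest from the median cDNA amount, r over all mice was −0.790. Mice of like cDNA amount also differed in the *Polr2a* + *Tbp* factor by place in the sample list, as seen afterwards. Infected mice 7, 9, 10 and 11, with cDNA amounts of −2.62 to −1.67, had log2 factors of −1.93 to −0.66. Infected mice 19, 20 and 24, with amounts of −2.75 to −2.14, had −2.67 to −2.23. The slopes and correlations therefore cannot credit the relation to cDNA amount alone. The ratio of the factors spanned a 7.60-fold range between mice. Its mean differed between infected and control mice by 0.10 on the log2 scale, with an SD of 0.87 over all mice (two-sided permutation test, p = 0.704).

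**Figure D1:**
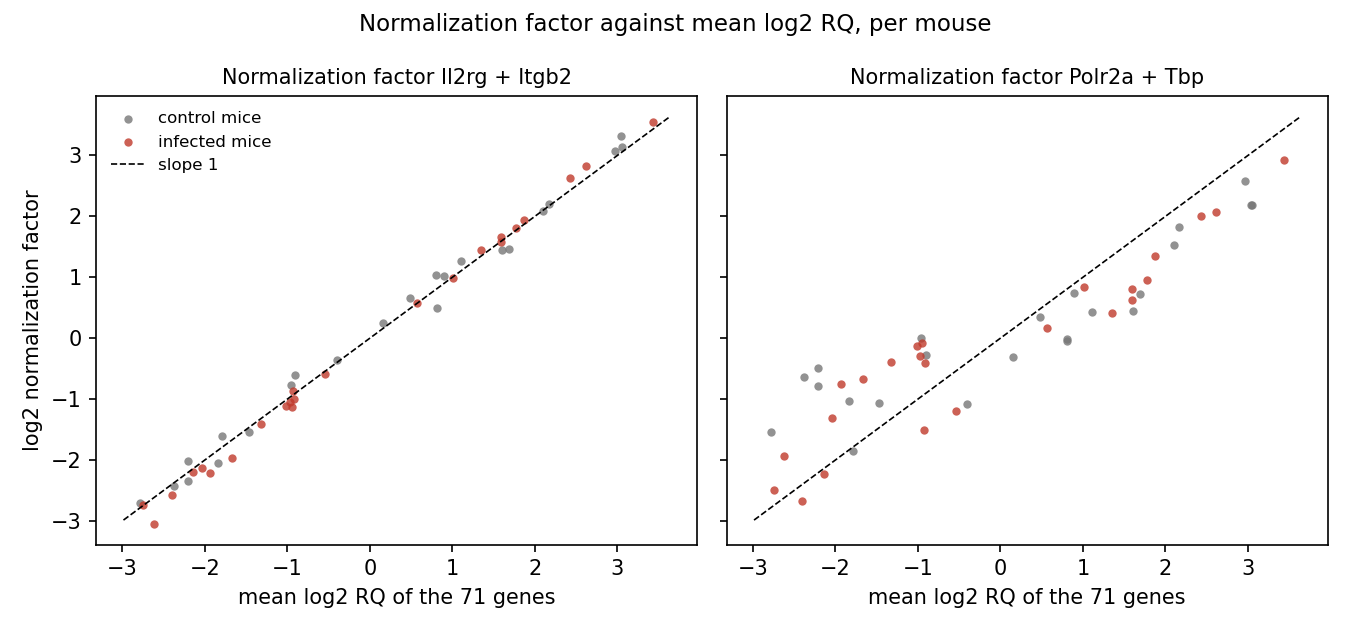
Log2 normalization factor from *Il2rg* + *Itgb2* (left) and from *Polr2a* + *Tbp* (right) against the mean log2 RQ of the 71 genes, with 1 point per mouse (23 control mice in grey, 24 infected mice in red). The dashed line has slope 1, and the right-hand points follow a shallower trend.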

In order to evaluate the pair of reference genes selected using the three algorithms, *Il2rg* and *Itgb2*, these genes were used to normalize the whole data set, and then compared to the results after normalization with a pair of RG genes chosen upon their extensive use in the literature, *Tbp* [18,19] and *Polr2a* [31]. Hence, normalized gene expression data (NRQ) was compared among control and infected groups for three different genes (*Cxcl10*, *Ifng* and *Tnf*) whose expression is widely analyzed in *Leishmania*-infected BALB/c mice, and are well-known to be overexpressed in this model. These genes code for cytokines that play crucial roles during infection and are overexpressed after *Leishmania* infection [42–45].

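*Cxcl10* and *Tnf* had a value in all 47 mice and *Ifng* in 17 control and 21 infected mice. The 6 control mice without an *Ifng* value had less cDNA than the 17 with one, a log2 difference of −3.01, with mean cDNA amounts of −2.05 and 0.96 (exact permutation test, p = 0.000129). The 3 infected mice without a value had a mean cDNA amount of −2.11, against 0.11 in the 21 with one (exact permutation test, p = 0.0479). The mice left out of the comparison of *Ifng* therefore had less cDNA on average. Among the 38 mice with an *Ifng* value, cDNA amount differed between infected and control mice by −0.84 (permutation test, p = 0.136).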

Normalization with either set of RG revealed an increased gene expression for *Cxcl10*, *Ifng* and *Tnf* in *Leishmania*–infected mice, as expected upon literature. However, normalization using *Il2rg* and *Itgb2* revealed statistically significant gene expression differences among infected vs control animals for all the genes tested (*Cxcl10* (p < 0.01), *Ifng* and *Tnf* (p < 0.5) after Mann-Whitney tests), whereas normalization with *Tbp* and *Polr2a* did not (Fig 4). This finding emphasizes the relevance of choosing the right set of RG in gene expression experiments in order to produce reliable results.

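With *Il2rg* + *Itgb2*, the mean NRQ of infected mice as a percentage of the control mean was 208% ± 208 (SD, n = 24) for *Cxcl10*, against a control SD of 34.1 (n = 23). For *Ifng* it was 185% ± 128 (SD, n = 21), with a control SD of 65.2 (n = 17), and for *Tnf* 140.3% ± 62.5 (SD, n = 24), with a control SD of 34.6 (n = 23). With *Polr2a* + *Tbp* the means were 193% ± 252 (SD) for *Cxcl10*, 147% ± 102 for *Ifng* and 111% ± 36.1 for *Tnf*, in the same mice, with control SDs of 65.5, 50.4 and 59.2. The mean was higher in infected mice for all 3 genes with either pair, and also with the geometric mean of the 71 genes or *Hprt* alone as reference.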

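The log2 fold change of infected over control mice under *Il2rg* + *Itgb2* normalization was 0.70 (SE 0.23) for *Cxcl10*, 0.81 (SE 0.31) for *Ifng* and 0.44 (SE 0.17) for *Tnf*. Two-sided Mann-Whitney tests, with p from 100000 permutations, gave p = 0.00352 for *Cxcl10*, 0.0164 for *Ifng* and 0.0319 for *Tnf*. Adjusted by Benjamini-Hochberg over the 6 comparisons of 3 genes and 2 pairs, these were 0.0211, 0.0493 and 0.0638. Of the infected mice with a value, 21 of 24 lay above the control median for *Cxcl10*, 15 of 21 for *Ifng* and 17 of 24 for *Tnf*. By place in the sample list, looked at after the values were seen, the *Cxcl10* rise was uneven. The 7 infected mice above the highest control mouse were 1, 2, 4, 20, 21, 23 and 24. In infected mice 7 to 18, log2 values relative to the control mean ran from −1.16 to 0.45. Those of control mice ran from −0.81 to 0.98. *Ifng* ran from −0.94 to 0.94 in infected mice 13 to 18 and from 1.34 to 2.75 in infected mice 19 to 24. These stretches were not tested. Under *Polr2a* + *Tbp* normalization the log2 fold changes were 0.60 (SE 0.36), 0.41 (SE 0.30) and 0.34 (SE 0.22), with permutation p of 0.241, 0.221 and 0.216, and 12 of 24, 12 of 21 and 21 of 24 infected mice lay above the control median. The log2 SD of *Cxcl10* among control mice was 0.45 with the former pair and 1.11 with the latter, and that of *Tnf* 0.52 and 0.94, while that of *Ifng* was 0.88 and 0.79. Among infected mice it was 1.04 and 1.38 for *Cxcl10*, 0.64 and 0.47 for *Tnf*, and 1.03 and 1.06 for *Ifng*.
Over 8 alternatives the p for *Cxcl10* with *Il2rg* + *Itgb2* ran from 0.000380 to 0.0381. For *Ifng* it was above 0.05 under 2 of 8 alternatives, among them cDNA amount as a covariate, an alternative chosen after the data were seen (log2 fold change 0.47, permutation p = 0.0564). The *Tnf* result stood close to the threshold, with p above 0.05 with *Il2rg* as the single reference, also chosen after the data were seen (p = 0.0618), and in 10 of the 47 tests that left out 1 mouse (highest p = 0.0517). These 10 mice were infected mice 1, 5, 6, 7, 11 and 20 and control mice 6, 8, 18 and 20. In limma over the 95 genes of the panel tested, the p of the 3 genes under *Il2rg* + *Itgb2* adjusted over the list alone were 0.0111 for *Cxcl10*, 0.0129 for *Ifng* and 0.0129 for *Tnf*, and adjusted over all 95 genes 0.0251, 0.0552 and 0.0613.

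**Figure D2:**
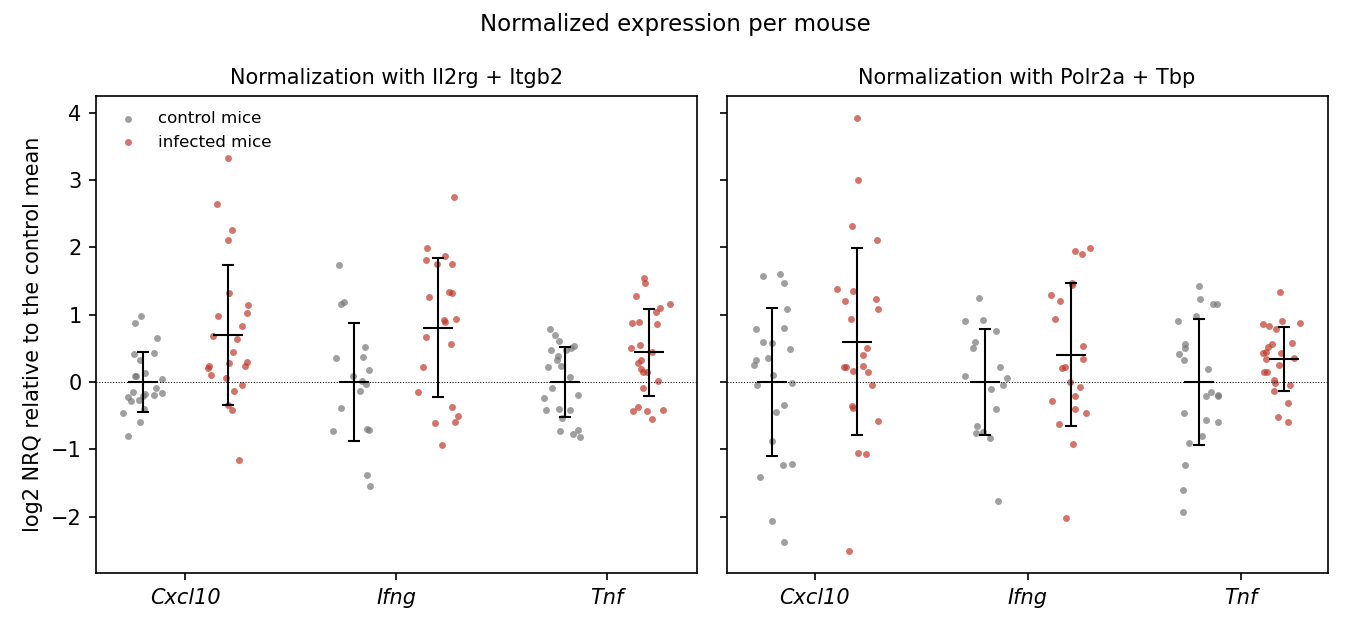
Log2 NRQ of *Cxcl10*, *Ifng* and *Tnf* relative to the control mean after normalization with *Il2rg* + *Itgb2* (left) or *Polr2a* + *Tbp* (right), with 1 point per mouse (control in grey, infected in red), and the mean with its SD in black. The infected means lie above 0 in both panels, and the control points of *Cxcl10* spread more widely on the right, with an SD of 1.11 against 0.45.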

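With the geometric mean of the 71 genes as reference, the permutation p of the Mann-Whitney test was 0.0144 for *Cxcl10*, 0.0271 for *Ifng* and 0.0374 for *Tnf*. With *Hprt* alone these values were 0.000380, 0.00504 and 0.00314, and *Hprt* was itself lower in infected mice relative to the 71 genes, by a log2 difference of −0.25 (SE 0.09, permutation test, p = 0.00600, adjusted p = 0.0170 over 17 genes), while under *Il2rg* + *Itgb2* normalization its log2 fold change was −0.16 (limma, adjusted p = 0.349 over 95 genes). With *Polr2a* alone, which like *Tbp* alone was chosen after the data were seen, they were 0.141, 0.323 and 0.241, and with *Tbp* alone 0.141, 0.187 and 0.359. From significance with *Il2rg* + *Itgb2* and its absence with *Tbp* + *Polr2a*, the paper stresses how much the choice of RG matters for reliable results.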

**Fig 4:**
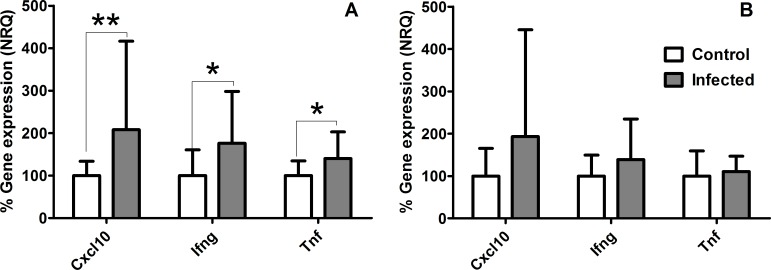
**Relative gene expression of *Cxcl10*, *Ifng* and *Tnf* after normalization with *Igtb2* + *Il2rg* (A) or *Tbp* + *Polr2a* (B).** Mann-Whitney test was used to calculate differences in normalised relative gene expression (NRQ) of *Leishmania*-infected vs control BALB/c mice (expressed as percentage). **p < 0.01; * p < 0.5. The uncertainty values were as follows: Cxcl10, *Igtb2* + *Il2rg* normalization: control mice = 1.03; infected mice = 0.52; *Tbp* + *Polr2a* normalization: control mice = 0.82; infected mice = 0.24. Ifng, *Igtb2* + *Il2rg* normalization: control mice = 0.50; infected mice = -0.09; *Tbp* + *Polr2a* normalization: control mice = 0.38; infected mice = 0.09. Tnf, *Igtb2* + *Il2rg* normalization: control mice = 0.93; infected mice = 0.37; *Tbp* + *Polr2a* normalization: control mice = 0.78; infected mice = 0.46.

## Discussion

Identifying the most stable RG for normalization of gene expression analysis under varying experimental conditions has always been a challenge for scientists. During the last few years is becoming increasingly evident that, in order to obtain reliable gene expression data, the adequate selection of RG is key. This problem has been generally addressed by using one or more genes with known or suspected housekeeping roles, but numerous studies are reporting that transcription of these genes can fluctuate considerably under varying experimental conditions and tissues [9,46]. Moreover, most of these papers only test 5–15 candidate RG genes to identify those with the highest stability, overlooking others, not generally described as RG that could outperform the classical RG. In this paper we evaluated the stability of 112 genes using three different algorithms: geNorm, NormFinder and RefFinder in spleen samples from BALB/c mice under different experimental conditions (control and *Leishmania*-infected mice). Despite the discrepancies in the stability ranking shown by the three methods, due to differences in their mathematical approach, most genes show very similar performance as RG (either good or poor) across this massive data set (>15000 qPCR reactions).

Six classical RG were initially selected as candidate RG upon their extensive use as RG for qPCR experiments in the literature: *B2m* [29], *Hprt* [47,48], *Pgk1* [30], *Polr2a* [31], *Tbp* [18,19] and *Ubc* [9]. Surprisingly, classical RG like *B2m*, *Tbp* and *Polr2a* were constantly ranked in our experiments among the less stably expressed genes under these experimental conditions; therefore, we do not recommend the further employment of these genes as normalization controls in RT-qPCR analysis in this model, neither for control nor for *Leishmania*-infected BALB/c mice.

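In the 9 lists computed here, *Tbp* was among the 10 worst genes in 5, *Polr2a* in 2 and *B2m* in 0. The best rank of *Tbp* was 21, that of *Polr2a* 24 and that of *B2m* 26, and none of the 3 was in the top 20 of a list. The log2 RQ of *B2m* followed cDNA amount with a slope of 0.760 (bootstrap SE 0.0250). Once that relation was removed, the remaining SD of *B2m* was 0.40 on the log2 scale and ranked 18 of 71 genes, that of *Tbp* was 0.52 and ranked 42, and that of *Polr2a* was 0.71 and ranked 64. Relative to the mean of the 71 genes, *B2m* was higher in infected than in control mice by 0.50 on the log2 scale (SE 0.16, permutation test, p = 0.00289, adjusted p = 0.0123 over 17 genes), while *Tbp* (0.02, SE 0.31) and *Polr2a* (−0.01, SE 0.23) did not differ (permutation p = 0.944 and 0.969).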

Only *Hprt* was ranked among the 10 most stable genes for most of our analyses, both in control and infected mice, and consequently is the only classical RG that we would consider using in future experiments. This finding is in agreement with several papers [49–52] that evaluated classical RG candidates in mouse intestine, adipocytes, hepatic steatosis and brain respectively. 

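*Hprt* was in the top 10 of 8 of the 9 lists computed here. The exception was NormFinder in all mice, the list that takes control and infected mice as groups, where 17 of 100 bootstrap draws placed it in the top 10. The slope of its log2 RQ on cDNA amount was 1.06 (SE 0.0243). *Pgk1* was in the top 20 of 3 lists.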

On the contrary, in other studies in mice muscle [53] and non-B lymphocytes [9] the use of *Hprt* gene as RG was not recommended due to considerably variation of gene expression. These discrepancies only highlight the need for a comprehensive screening of adequate RG for each experimental design in order to obtain reliable results.

Our search for the best RG in spleen samples of BALB/c mice revealed that *Il18bp* + *Il10rb* was the best combination of genes according to geNorm, *Myd88* + *Il2rg* for *NormFinder* and *Hprt* + *Stat4* for *RefFinder*. Despite this apparent disagreement, five of 10 the top-ranked genes are identical regardless of the algorithm: *Itgb2*, *Il2rg*, *Il10ra*, *Hprt* and *Myd88*. The agreement between the algorithms is even higher when analyzing *Leishmania*-infected BALB/c mice: seven out of the 10 the top-ranked genes are the same: *Il2rg*, *Itgb2*, *Stat6*, *Il10rb*, *Tgfbr1*, *Il6st* and *Tgfb1*; being *Il6st*+*Itgb2* the best combination for geNorm, *Itgb2*+*Il2rg* for NormFinder and *Il10rb*+*Tgfbr1* for RefFinder.

Given the interest in transcriptome changes during *Leishmania* infection in spleens of BALB/c mice, finally both groups (control and infected) were taken together to identify the most stably expressed genes. geNorm ranked *Itgb2*+*Stat6* as the best combination of RG, NormFinder chose *Il2rg*+*Il6ra* and RefFinder proposed *Itgb2*+*Stat6*. Four of the best 10 RG proposed by the three algorithms are the same: *Itgb2*, *Stat6*, *Il2rg* e *Il10ra*.

It is remarkable that, despite the natural heterogeneity of this model, *Il2rg* and *Itgb2* are always ranked among the best scoring candidate reference genes for every group of mice (control/*Leishmania*-infected/altogether) and every algorithm used, which is indicative of their robustness as reference genes in gene expression analysis using a high-throughput platform in this experimental model. It may seem surprising, given that most of these genes are related to immune response and have never been described as RG in the literature. *Il2rg* encodes a transmembrane protein that is a common subunit of several interleukin receptor complexes. *Itgb2* encodes an integrin beta chain, which combines with multiple different alpha chains to form different integrin heterodimers, cell-surface proteins that participate in cell adhesion as well as cell-surface mediated signaling. Although not “traditional” housekeeping genes, both have roles related to homeostasis of immune system. After the analysis of this extensive collection of data, it is clear that these genes present higher expression stability in this model than the commonly used RG, and should be considered a suitable alternative. A similar finding was described by Müller et al., (2015) [54] in a very different model, pathogen-infected tomato leaves. After a genome-wide microarray analysis and RT-PCR, they identified a set of very stably expressed genes that were never described for that purpose before, and were always evaluated as more stable than the traditional housekeeping genes included for comparison.

Finally, in order to demonstrate the effects of using “traditional” vs rationally-selected RG for normalization of gene expression data in our model, changes in expression of *Cxcl10*, *Ifng* and *Tnf* genes in control/*Leishmania*-infected mice was determined after normalization using the pair of RG identified by our screening, *Il2rg* + *Itgb2*, or two classical RG, *Tbp* +*Polr2a*. *Cxcl10*, *Ifng* and *Tnf* gene expression is widely described to increase during leishmaniases in BALB/c mice [42–45]. After initial *Leishmania* infection of macrophages and dendritic cells, these cells produce proinflamatory cytokines and chemokines, such as TNF-α and CXCL-10, that in turn recruit new host cells (natural killer cells (NK), monocytes and neutrophils) to the infection site [55,56]. Similarly, NK cells produce IFN-γ in an attempt to activate macrophages to phagocityze parasites. Normalization with *Tbp*+*Polr2a* failed to reveal statistically significant gene expression differences among infected vs control animals for all the genes tested. In contrast, normalization using *Il2rg* + *Itgb2* showed differential gene expression for *Cxcl10*, *Ifng* and *Tnf* as expected.

Taken together, our results highlight the need for a comprehensive search of the most stable reference genes in each particular experimental model. The use of “traditional” or non-evaluated reference genes in gene expression experiments may drive scientists to extract flawed conclusions from their research, which is particularly relevant when using high-throughput platforms like QuantStudio 12K Flex Real-Time PCR System. In our model of *Leishmania* infected BALB/c mice, extensively used for preliminary testing of vaccine candidates against leishmaniases (reviewed in de Oliveira et al., 2009 and references therein) [57], classical RG like *B2m*, *Tbp* and *Polr2a* have shown very poor stability as RGs in this large-scale gene-expression platform, and therefore we cannot recommend their use as normalization controls. In addition, our results demonstrate the advantage of a comprehensive, high-throughput approach to identify suitable reference genes for transcriptomic studies. In this particular experimental model (spleen samples of *Leishmania* infected BALB/c mice) our approach has identified and evaluated *Il2rg* + *Itgb2* as the best combination of RG, but it is unclear whether this results can be extrapolated to other samples or animal models. Therefore, scientists planning large qPCR gene-expression experiments should make all efforts to identify the best RGs for their particular experimental conditions using a comprehensive high-throughput approach. Besides, validation of the selected RGs in each and every experimental approach is another fundamental issue that should be addressed in order to obtain reliable results from these high-throughput experimental designs.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [58] and are accessible through GEO Series accession number GSE80709 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80709).

## Supporting Information

S1 Table List of 112 TaqMan assays used for RT-qPCR analysis using QuantStudio™ 12K Flex Real-Time PCR System. (DOCX) Click here for additional data file.

S2 Table Stability values of all 71 candidate reference genes for spleen samples of control BALB/c mice, ranked by geNorm, NormFinder and RefFinder. (DOCX) Click here for additional data file.

S3 Table Stability values of all 71 candidate reference genes for spleen samples of *Leishmania*-infected BALB/c mice, ranked by geNorm, NormFinder and RefFinder. (DOCX) Click here for additional data file.

S4 Table Stability values of all 71 candidate reference genes for spleen samples of control and *Leishmania*-infected BALB/c mice, ranked by geNorm, NormFinder and RefFinder. (DOCX) Click here for additional data file.

## References

[1] World Health Organization. Control of the leishmaniases. World Health Organ Tech Rep Ser. 2010;949: xii–xiii, 1–186, back cover. Available: http://www.ncbi.nlm.nih.gov/pubmed/21485694 21485694

[2] KataraG, RajA, KumarR, AvishekK, KaushalH, AnsariN, et al Analysis of localized immune responses reveals presence of Th17 and Treg cells in cutaneous leishmaniases due to Leishmania tropica. BMC Immunol. 2013;14: 52 10.1186/1471-2172-14-52 24267152PMC3840658

[3] Ovalle-BrachoC, Franco-MuñozC, Londoño-BarbosaD, Restrepo-MontoyaD, Clavijo-RamírezC. Changes in Macrophage Gene Expression Associated with Leishmania (Viannia) braziliensis Infection. PLOS ONE. 2015;10: e0128934 10.1371/journal.pone.0128934 26052705PMC4460072

[4] VanGuilderHD, VranaKE, FreemanWM. Twenty-five years of quantitative PCR for gene expression analysis. Biotechniques. 2008;44: 619–26. 10.2144/000112776 18474036

[5] HeidCA, StevensJ, LivakKJ, WilliamsPM. Real time quantitative PCR. Genome Res. 1996;6: 986–94. Available: http://www.ncbi.nlm.nih.gov/pubmed/8908518 890851810.1101/gr.6.10.986

[6] ThellinO, ElMoualijB, HeinenE, ZorziW. A decade of improvements in quantification of gene expression and internal standard selection. Biotechnol Adv. 2009;27: 323–333. 10.1016/j.biotechadv.2009.01.010 19472509

[7] RebouçasEDL, JacksonJ, PassosMJ, RenatoJ, PassosDS, HurkR Van Den, et al Real Time PCR and Importance of Housekeepings Genes for Normalization and Quantification of mRNA Expression in Different Tissues. Brazilian Arch Biol Technol. 2013;56: 143–154.

[8] PabingerS, RödigerS, KriegnerA, VierlingerK, WeinhäuselA. A survey of tools for the analysis of quantitative PCR (qPCR) data. Biomol Detect Quantif. 2014;1: 23–33. 10.1016/j.bdq.2014.08.00227920994PMC5129434

[9] AlbershardtTC, IritaniBM, RuddellA. Evaluation of reference genes for quantitative PCR analysis of mouse lymphocytes. J Immunol Methods. 2012;384: 196–9. 10.1016/j.jim.2012.07.020 22884776PMC3432750

[10] RemansT, KeunenE, BexGJ, SmeetsK, VangronsveldJ, CuypersA. Reliable gene expression analysis by reverse transcription-quantitative PCR: reporting and minimizing the uncertainty in data accuracy. Plant Cell. 2014;26: 3829–37. 10.1105/tpc.114.130641 25361954PMC4247583

[11] ThellinO, ZorziW, LakayeB, De BormanB, CoumansB, HennenG, et al Housekeeping genes as internal standards: use and limits. J Biotechnol. 1999;75: 291–5. Available: http://www.ncbi.nlm.nih.gov/pubmed/10617337 1061733710.1016/s0168-1656(99)00163-7

[12] BustinSA, BenesV, GarsonJA, HellemansJ, HuggettJ, KubistaM, et al The MIQE guidelines: minimum information for publication of quantitative real-time PCR experiments. Clin Chem. 2009;55: 611–22. 10.1373/clinchem.2008.112797 19246619

[13] FrericksM, EsserC. A toolbox of novel murine house-keeping genes identified by meta-analysis of large scale gene expression profiles. Biochim Biophys Acta. 2008;1779: 830–7. 10.1016/j.bbagrm.2008.08.007 18790095

[14] JeongJ-KK, KangM-HH, GurunathanS, ChoS-GG, ParkC, SeoHG, et al Evaluation of reference genes in mouse preimplantation embryos for gene expression studies using real-time quantitative RT-PCR (RT-qPCR). BMC Res Notes. 2014;7: 675 10.1186/1756-0500-7-675 25256308PMC4181407

[15] ThomasKC, ZhengXF, Garces SuarezF, RafteryJM, QuinlanKGR, YangN, et al Evidence based selection of commonly used RT-qPCR reference genes for the analysis of mouse skeletal muscle. PLOS ONE. 2014;9: e88653 10.1371/journal.pone.0088653 24523926PMC3921188

[16] GongZK, WangSJ, HuangYQ, ZhaoRQ, ZhuQF, LinWZ. Identification and validation of suitable reference genes for RT-qPCR analysis in mouse testis development. Mol Genet genomics. 2014;289: 1157–1169. 10.1007/s00438-014-0877-6 24952483

[17] ArsenijevicT, GrégoireF, DelforgeV, DelporteC, PerretJ. Murine 3T3-L1 adipocyte cell differentiation model: validated reference genes for qPCR gene expression analysis. PLOS ONE. 2012;7: e37517 10.1371/journal.pone.0037517 22629413PMC3358259

[18] WangF, WangJ, LiuD, SuY. Normalizing genes for real-time polymerase chain reaction in epithelial and nonepithelial cells of mouse small intestine. Anal Biochem. 2010;399: 211–7. 10.1016/j.ab.2009.12.029 20036209

[19] TatsumiK, OhashiK, TaminishiS, OkanoT, YoshiokaA, ShimaM. Reference gene selection for real-time RT-PCR in regenerating mouse livers. Biochem Biophys Res Commun. 2008;374: 106–10. 10.1016/j.bbrc.2008.06.103 18602371

[20] YinR, TianF, FrankenbergerB, de AngelisMH, StoegerT. Selection and evaluation of stable housekeeping genes for gene expression normalization in carbon nanoparticle-induced acute pulmonary inflammation in mice. Biochem Biophys Res Commun. 2010;399: 531–6. 10.1016/j.bbrc.2010.07.104 20678479

[21] TeixeiraC, GomesR, OliveiraF, MenesesC, GilmoreDC, ElnaiemDEA, et al Characterization of the early inflammatory infiltrate at the feeding site of infected sand flies in mice protected from vector-transmitted Leishmania major by exposure to uninfected bites. PLoS Negl Trop Dis. 2014;8: e2781 10.1371/journal.pntd.0002781 24762408PMC3998922

[22] OsorioEY, ZhaoW, EspitiaC, SaldarriagaO, HawelL, ByusC V, et al Progressive visceral leishmaniases is driven by dominant parasite-induced STAT6 activation and STAT6-dependent host arginase 1 expression. PLoS Pathog. 2012;8: e1002417 10.1371/journal.ppat.1002417 22275864PMC3261917

[23] PaunA, BankotiR, JoshiT, PithaPM, StägerS. Critical role of IRF-5 in the development of T helper 1 responses to Leishmania donovani infection. PLoS Pathog. 2011;7: e1001246 10.1371/journal.ppat.1001246 21253574PMC3017120

[24] SinghAK, MukhopadhyayC, BiswasS, SinghVK, MukhopadhyayCK. Intracellular pathogen Leishmania donovani activates hypoxia inducible factor-1 by dual mechanism for survival advantage within macrophage. PLOS ONE. 2012;7: e38489 10.1371/journal.pone.0038489 22701652PMC3373497

[25] BhattacharjeeS, BhattacharjeeA, MajumderS, MajumdarSB, MajumdarS. Glycyrrhizic acid suppresses Cox-2-mediated anti-inflammatory responses during Leishmania donovani infection. J Antimicrob Chemother. 2012;67: 1905–14. 10.1093/jac/dks159 22589456

[26] Barreto-de-SouzaV, FerreiraPLC, de Carvalho VivariniA, Calegari-SilvaT, SoaresDC, RegisEG, et al IL-27 enhances Leishmania amazonensis infection via ds-RNA dependent kinase (PKR) and IL-10 signaling. Immunobiology. 2014; 1–8.2546658810.1016/j.imbio.2014.11.006

[27] RodriguesOR, MarquesC, Soares-ClementeM, FerronhaMH, Santos-GomesGM. Identification of regulatory T cells during experimental Leishmania infantum infection. Immunobiology. 2009;214: 101–11. 10.1016/j.imbio.2008.07.001 19167988

[28] PhillipsR, SvenssonM, AzizN, MaroofA, BrownN, BeattieL, et al Innate killing of Leishmania donovani by macrophages of the splenic marginal zone requires IRF-7. PLoS Pathog. 2010;6: e1000813 10.1371/journal.ppat.1000813 20300600PMC2837405

[29] StephensAS, StephensSR, MorrisonNA. Internal control genes for quantitative RT-PCR expression analysis in mouse osteoblasts, osteoclasts and macrophages. BMC Res Notes. 2011;4: 410 10.1186/1756-0500-4-410 21996334PMC3204251

[30] VeazeyKJ, GoldingMC. Selection of stable reference genes for quantitative rt-PCR comparisons of mouse embryonic and extra-embryonic stem cells. PLOS ONE. 2011;6: e27592 10.1371/journal.pone.0027592 22102912PMC3213153

[31] BrattelidT, WinerLH, LevyFO, LiestølK, SejerstedOM, AnderssonKB. Reference gene alternatives to Gapdh in rodent and human heart failure gene expression studies. BMC Mol Biol. 2010;11: 22 10.1186/1471-2199-11-22 20331858PMC2907514

[32] MatarinM, SalihDA, YasvoinaM, CummingsDM, GuelfiS, LiuW, et al A genome-wide gene-expression analysis and database in transgenic mice during development of amyloid or tau pathology. Cell Rep. 2015;10: 633–44. 10.1016/j.celrep.2014.12.041 25620700

[33] NarsaiR, IvanovaA, NgS, WhelanJ. Defining reference genes in Oryza sativa using organ, development, biotic and abiotic transcriptome datasets. BMC Plant Biol. 2010;10: 56 10.1186/1471-2229-10-56 20353606PMC2923530

[34] CzechowskiT, StittM, AltmannT, UdvardiMK, ScheibleW-R. Genome-wide identification and testing of superior reference genes for transcript normalization in Arabidopsis. Plant Physiol. 2005;139: 5–17. 10.1104/pp.105.063743 16166256PMC1203353

[35] Crt, a relative threshold method for qPCR data analysis on the QuantStudioTM 12K Flex system with OpenArray® technology. Appl Biosyst QuantStudioTM 12K Flex Real-Time PCR Syst Appl Note. 2014;CO28730: 4.

[36] VandesompeleJ, PreterK De, PoppeB, RoyN Van, PaepeA De, De PreterK, et al Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol. 2002;3: 1–12. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=126239&tool=pmcentrez&rendertype=abstract10.1186/gb-2002-3-7-research0034PMC12623912184808

[37] AndersenCL, JensenJL, ØrntoftTF. Normalization of Real-Time Quantitative Reverse Transcription-PCR Data: A Model-Based Variance Estimation Approach to Identify Genes Suited for Normalization, Applied to Bladder and Colon Cancer Data Sets Normalization of Real-Time Quantitative Reverse. Cancer Res. 2004;64: 5245–5250.1528933010.1158/0008-5472.CAN-04-0496

[38] XieF, XiaoP, ChenD, XuL, ZhangB. miRDeepFinder: a miRNA analysis tool for deep sequencing of plant small RNAs. Plant Mol Biol. 2012; 10.1007/s11103-012-9885-222290409

[39] PfafflMW, TichopadA, PrgometC, NeuviansTP. Determination of stable housekeeping genes, differentially regulated target genes and sample integrity: BestKeeper–Excel-based tool using pair-wise correlations. Biotechnol Lett. 2004;26: 509–515. 10.1023/B:BILE.0000019559.84305.47 15127793

[40] SilverN, BestS, JiangJ, TheinSL. Selection of housekeeping genes for gene expression studies in human reticulocytes using real-time PCR. BMC Mol Biol. 2006;7: 33 10.1186/1471-2199-7-33 17026756PMC1609175

[41] HellemansJ et al, MortierG, De PaepeA, SpelemanF, VandesompeleJ. qBase relative quantification framework and software for management and automated analysis of real-time quantitative PCR data. Genome Biol. 2007;8: R19 10.1186/gb-2007-8-2-r19 17291332PMC1852402

[42] Strauss-AyaliD, BanethG, JaffeCL. Splenic immune responses during canine visceral leishmaniases. Vet Res. 2007;38: 547–64. 10.1051/vetres:2007015 17540157

[43] NascimentoMSL, AlbuquerqueTD, Do-Valle-MattaMA, CaldasIS, DinizLF, TalvaniA, et al Naturally Leishmania infantum-infected dogs display an overall impairment of chemokine and chemokine receptor expression during visceral leishmaniases. Vet Immunol Immunopathol. 2013;153: 202–8. 10.1016/j.vetimm.2013.02.015 23545087

[44] CezárioGA, de OliveiraLR, PeresiE, NicoleteVC, PolettiniJ, de LimaCR, et al Analysis of the expression of toll-like receptors 2 and 4 and cytokine production during experimental Leishmania chagasi infection. Mem Inst Oswaldo Cruz. 2011;106: 573–583. 10.1590/S0074-02762011000500010 21894379

[45] FaleiroRJ, KumarR, HafnerLM, EngwerdaCR. Immune regulation during chronic visceral leishmaniases. PLoS Negl Trop Dis. 2014;8: e2914 10.1371/journal.pntd.0002914 25010815PMC4091888

[46] GutierrezL, MauriatM, PellouxJ, BelliniC, Van WuytswinkelO. Towards a Systematic Validation of References in Real-Time RT-PCR. Plant Cell. 2008;20: 1734–5. 10.1105/tpc.108.059774 18664615PMC2518241

[47] HurdayalR, NieuwenhuizenNE, Revaz-BretonM, SmithL, HovingJC, PariharSP, et al Deletion of IL-4 receptor alpha on dendritic cells renders BALB/c mice hypersusceptible to Leishmania major infection. PLoS Pathog. 2013;9: e1003699 10.1371/journal.ppat.1003699 24204259PMC3812013

[48] WeinkopffT, de OliveiraCI, de CarvalhoAM, Hauyon-La TorreY, MunizAC, MirandaJC, et al Repeated exposure to Lutzomyia intermedia sand fly saliva induces local expression of interferon-inducible genes both at the site of injection in mice and in human blood. PLOS Negl Trop Dis. 2014;8: e2627 10.1371/journal.pntd.0002627 24421912PMC3888461

[49] ZhangJ, TangH, ZhangY, DengR, ShaoL, LiuY, et al Identification of suitable reference genes for quantitative RT-PCR during 3T3-L1 adipocyte differentiation. Int J Mol Med. 2014;33: 1209–18. 10.3892/ijmm.2014.1695 24626784

[50] XuL, MaX, CuiB, LiX, NingG, WangS. Selection of reference genes for qRT-PCR in high fat diet-induced hepatic steatosis mice model. Mol Biotechnol. 2011;48: 255–62. 10.1007/s12033-010-9366-2 21184202

[51] Timaru-KastR, HerbigEL, LuhC, EngelhardK, ThalSC. Influence of Age on Cerebral Housekeeping Gene Expression for Normalization of Quantitative Polymerase Chain Reaction after Acute Brain Injury in Mice. J Neurotrauma. 2015;32: 1777–88. 10.1089/neu.2014.3784 26102571

[52] LiX, QiaoJ, YangN, MiH, ChuP, XiaY, et al Identification of Suitable Reference Genes for Normalization of Real-Time Quantitative Polymerase Chain Reaction in an Intestinal Graft-Versus-Host Disease Mouse Model. Transplant Proc. 2015;47: 2017–25. 10.1016/j.transproceed.2015.06.017 26293091

[53] NakaoR, YamamotoS, YasumotoY, KadotaK, OishiK. Impact of denervation-induced muscle atrophy on housekeeping gene expression in mice. Muscle Nerve. 2015;51: 276–281. 10.1002/mus.24310 24910410

[54] MüllerOA, GrauJ, ThiemeS, ProchaskaH, AdlungN, SorgatzA, et al Genome-Wide Identification and Validation of Reference Genes in Infected Tomato Leaves for Quantitative RT-PCR Analyses. PLOS ONE. 2015;10: e0136499 10.1371/journal.pone.0136499 26313760PMC4552032

[55] StanleyAC, EngwerdaCR. Balancing immunity and pathology in visceral leishmaniases. Immunol Cell Biol. 2007;85: 138–47. 10.1038/sj.icb7100011 17146466

[56] LiaskouE, WilsonD V, OoYH. Innate immune cells in liver inflammation. Mediators Inflamm. 2012;2012: 949157 10.1155/2012/949157 22933833PMC3425885

[57] de OliveiraCI, NascimentoIP, BarralA, SotoM, Barral-NettoM. Challenges and perspectives in vaccination against leishmaniases. Parasitol Int. 2009;58: 319–24. 10.1016/j.parint.2009.07.013 19698801

[58] EdgarR, DomrachevM, LashAE. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 2002;30: 207–10. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=99122&tool=pmcentrez&rendertype=abstract 1175229510.1093/nar/30.1.207PMC99122

# Supplementary material for: The Challenge of Stability in High-Throughput Gene Expression Analysis: Comprehensive Selection and Evaluation of Reference Genes for BALB/c Mice Spleen Samples in the Leishmania infantum Infection Model
**Source:** PLoS One. 2016 Sep 26;11(9):e0163219. doi: 10.1371/journal.pone.0163219
**Supplement:** S1 Table

**S1 Table. List of 112 TaqMan assays used for RT-qPCR analysis using QuantStudio™ 12K Flex Real-Time PCR System.**

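S1 Table pairs each gene with its TaqMan assay. The assay identifiers of 110 of the 112 genes are the same in the RQ table and in S1 Table. They differ for *Ccr1*, listed as Mm01216747_m1 in the RQ table and Mm01216147_m1 in S1 Table, and for *Il22ra1*, listed as Mm00663697_m1 and Mm01192943_m1.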

Classical reference genes according to literature are indicated in Italics. Bold letters indicate genes with missing qPCR data*.*

# Supplementary material for: The Challenge of Stability in High-Throughput Gene Expression Analysis: Comprehensive Selection and Evaluation of Reference Genes for BALB/c Mice Spleen Samples in the Leishmania infantum Infection Model
**Source:** PLoS One. 2016 Sep 26;11(9):e0163219. doi: 10.1371/journal.pone.0163219
**Supplement:** S2 Table

**S2 Table. Stability values of 71 candidate reference genes for spleen samples of control BALB/c mice, ranked by geNorm, NormFinder and RefFinder.**

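The geNorm columns of S2 Table give the M value and the coefficient of variation of each gene, the NormFinder column an estimated SD on a log scale, and the RefFinder column the geometric mean of 4 ranks, so lower numbers stand for higher stability throughout. Across the 71 genes, which are not independent of one another, the Spearman correlation of the ranks computed here with those of S2 Table was 0.991 for geNorm, 0.993 for NormFinder and 0.901 for RefFinder. The NormFinder values computed here on log2 RQ were larger by a median factor of 1.44, the factor between log2 units and natural logarithms.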

Classical reference genes according to literature are indicated in Italics.

# Supplementary material for: The Challenge of Stability in High-Throughput Gene Expression Analysis: Comprehensive Selection and Evaluation of Reference Genes for BALB/c Mice Spleen Samples in the Leishmania infantum Infection Model
**Source:** PLoS One. 2016 Sep 26;11(9):e0163219. doi: 10.1371/journal.pone.0163219
**Supplement:** S3 Table

**S3 Table. Stability values of 71 candidate reference genes for spleen samples of *Leishmania*-infected BALB/c mice, ranked by geNorm, NormFinder and RefFinder.**

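For infected mice, the Spearman correlation across the 71 genes with the ranks of S3 Table was 0.881 for geNorm, 0.999 for NormFinder and 0.931 for RefFinder. With the values of the authors' normalized table, an alternative chosen after the data were seen, the correlation for geNorm rounded to 1.00 and no rank differed by more than 1 place.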

Classical reference genes according to literature are indicated in Italics.

# Supplementary material for: The Challenge of Stability in High-Throughput Gene Expression Analysis: Comprehensive Selection and Evaluation of Reference Genes for BALB/c Mice Spleen Samples in the Leishmania infantum Infection Model
**Source:** PLoS One. 2016 Sep 26;11(9):e0163219. doi: 10.1371/journal.pone.0163219
**Supplement:** S4 Table

**S4 Table. Stability values of 71 candidate reference genes for spleen samples of control and *Leishmania*-infected BALB/c mice,** **ranked by geNorm, NormFinder and RefFinder.**

Classical reference genes according to literature are indicated in Italics.

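For the whole set of mice, the Spearman correlation across the 71 genes with the ranks of S4 Table was 0.999 for geNorm, 0.993 for NormFinder and 0.935 for RefFinder. All 10 genes in the geNorm top 10 and all 10 in the NormFinder top 10 of S4 Table were in those computed here, and 8 of the 10 for RefFinder.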

How the deposited data were processed for this re-analysis (not part of the article)

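Gene expression was measured by RT-qPCR with 112 TaqMan assays in the spleens of 47 BALB/c mice, 23 control mice and 24 infected with *L. infantum*. Each mouse is 1 replicate, and its group was taken from the labels of its sample. The authors deposited 2 tables with 1 value per assay and mouse, merged from 3 reactions. The first holds relative quantities (RQ), a linear ratio in which each gene is relative to its own mean over the mice. The second holds ratios of the same kind after normalization to *Polr2a* + *Tbp*, made by the authors in qBase PLUS. Its *Il5* and *Icosl* rows were exchanged in every use made of it here. Under its own labels it has 3 values for *Icosl* and 47 for *Il5*. Cycle values were read by the authors with the relative threshold method of the instrument. The design of the comparisons assumed Cq values, but the first table holds RQ, so log2 RQ was used wherever a Cq had been planned, and steps that need the level of Cq were not run. The values normalized to *Il2rg* + *Itgb2* by the authors were not used here. The plate or run of each mouse is not given in the sources used here.

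The number of assays with a value was 80 to 110 per mouse. A qPCR ratio carries no count, so no counting interval was computed, and precision was taken from the spread between mice. The mean log2 RQ of the 71 genes with a value in every mouse served as cDNA amount. Symbols of 111 of the 112 genes were found in the reference table of mouse genes, and the symbols of the RQ table were used throughout.

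The geNorm, NormFinder and RefFinder algorithms were written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and run in control, infected and all mice on the 71 genes. Errors are standard errors from 100 bootstrap draws of the mice, drawn within each group. Thresholds were 0.5 for M and 0.15 for V, and lists of 10 and 20 genes were compared. For *Cxcl10*, *Ifng* and *Tnf*, NRQ was computed with each pair of reference genes, and control and infected mice were compared with a two-sided Mann-Whitney rank sum, with p from 100000 permutations. Over the panel, log2 NRQ was compared with limma 3.58.1 in R 4.3.3, without covariates, over the 95 genes with a value in at least 50% of the mice of each group and without the 2 reference genes of the pair. An adjusted p (Benjamini-Hochberg) under 0.05 was the threshold. Detection was compared with Fisher's exact test. Counts of genes past the threshold were recomputed in 100 splits of the mice into groups of the same sizes, the real one included. Figures were drawn with matplotlib 3.10.9.

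The genes named in the text are those that the results, Tables 1 to 3 or Figs 1 to 4 of the paper name, and, in the comparison over the panel, the 5 with the largest rise and the 5 with the largest fall among those past the threshold with *Il2rg* + *Itgb2*. The values of S2, S3 and S4 Tables had been seen when this rule was written. Other genes that are named were chosen after their values were seen.

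The steps were tested on simulated data. With 95 genes, of which 20 changed by 1 on the log2 scale, limma recovered 95.2% of the changed genes over 100 simulations, and 4.14% of its calls were false. NormFinder without groups was run on 71 genes of known SD, over 50 simulations each. Its mean Spearman correlation with that SD was 0.947 for the size of the control group, 0.945 for the infected group and 0.970 for all mice. The 2-group form used for the whole set was not covered by these correlations. All simulated genes followed cDNA amount with a slope of 1, whereas the measured slopes ran from 0.395 to 1.48. In the 2-group form, a gene shifted by 1 on the log2 scale had a mean rank of 71 over 50 simulations. The rank permutation test was past the threshold in 4.1% of 1000 simulations without a difference, and in 90.3% with a difference of 1 SD. The test with cDNA amount as covariate was past it in 3.5% of 200 simulations without a difference.

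The alternatives cover the reference (geometric mean of the 71 genes, *Hprt* alone, each gene of a pair alone), the test, same-numbered mice as blocks, the filter and the variance model of limma, the source of the normalized values, the way M is listed, the groups of NormFinder, the components of RefFinder, cDNA amount as covariate, and leaving out each mouse in turn. Replacement of missing values by the last cycle, restriction to genes with lower mean Cq, a Cq limit for detection and the correlation of BestKeeper with mean Cq need Cq values and were not run. The uncertainty values in the legend of Fig 4 were not computed.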

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

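Of the tests in this part, those of cDNA amount, of the choice of reference and of missing values as causes were chosen after the result was seen. The comparisons themselves, the splits of the mice and the rule for naming genes were set before the data were examined.

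The paper compares *Cxcl10*, *Ifng* and *Tnf* between infected and control mice and does not report this comparison for the rest of the panel, which is why the panel is taken up here. With *Il2rg* + *Itgb2* as reference, 18 of 95 genes passed the adjusted threshold in limma, 13 higher and 5 lower in infected mice, and 30 had an unadjusted p under 0.05. The largest rise was that of *Il21*, with a log2 fold change of 1.61 (SE 0.37, adjusted p = 0.00182), above the control median in 15 of 16 infected mice with a value. *Cxcl9* rose by 1.16 (SE 0.39, adjusted p = 0.0301, 20 of 24 infected mice above the control median). *Il12rb1* rose by 0.90 (SE 0.16, adjusted p = 4.78e-05, 18 of 18). *Il22ra2* had the largest fall, with a log2 fold change of −1.21 (SE 0.21, adjusted p = 3.99e-05) and 19 of 19 infected mice under the control median. The other falls were −0.63 for *Tlr2* (adjusted p = 0.0208, 21 of 23), −0.57 for *Il1rap* (adjusted p = 0.0208, 22 of 24), −0.50 for *Il5ra* (adjusted p = 0.0449, 17 of 24) and −0.32 for *Tgfb1* (adjusted p = 0.0445, 22 of 24). The direction of these genes was the same under every alternative run. Some RQ values differ from the authors' normalized values beyond the normalization. The log2 differences were −1.31 and −1.99 for *Il21* (control mice 1 and 4) and −2.58 and −1.93 for *Il22ra2* (infected mice 22 and 24). They were −1.55 and −1.05 for *Tlr2* (infected mice 6 and 9) and 1.51 for *Il12rb1* (infected mouse 23). Each enlarges the reported change. The authors' values were run only with *Polr2a* + *Tbp* (limma adjusted p = 0.0639 for *Il21* and *Il22ra2*).

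As many as 18 genes came out in 1 of 100 splits, the real one, and the other splits gave at most 3, so a chance division of the mice is argued against. With cDNA amount as covariate, 18 of the 18 genes were still past the threshold, which argues against a difference in cDNA amount as the whole cause. *Il2rg* and *Itgb2* were selected in these same data, in part for staying close to the mean of the 71 genes. An exchange of the pair for that mean therefore cannot exclude the choice of reference as a cause. With the geometric mean of the 71 genes as reference, 18 of the 18 were still past the threshold. That reference moved the median log2 fold change of the 95 genes from −0.01 to −0.10, and it put 12 genes in place of 5 on the lower side. Of the 18 genes, 13 have a value in every mouse. The other 5 lack a value in some mice, and their Mann-Whitney tests were repeated with each missing value ranked where it opposes the difference most. For *Il1rap*, which lacks 1 value, the adjusted p was then 0.0282, which argues against missing values. It was 0.0829 for *Tlr2*, 0.222 for *Il22ra2*, 0.394 for *Il21* and 0.524 for *Il12rb1*, so for these genes an effect of missing values cannot be told apart from that of infection, because the missing values are not known. A difference between plates or runs stays open, because these are not given in the sources used here. A change in the cell composition of the spleen and a change of expression within cells after infection also stay open, and neither was tested.

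With *Polr2a* + *Tbp* as reference, 3 of 95 genes passed the threshold, and 16 had an unadjusted p under 0.05. The 3 genes were *Il21* (log2 fold change 1.45), *Cxcl9* (1.06) and *Il22ra2* (−1.23), each with an adjusted p of 0.00540, and all 3 were among the 18. The median log2 fold change of the 95 genes was −0.12 with this pair. A count this large came out in 2 of 100 splits, the real one included, which argues against a chance division of the mice. The other split that reached it gave 44 genes, and 96 splits gave 0. For genes measured in all mice, the difference in fold change between the 2 pairs is one and the same shift, which was 0.10 on the log2 scale (permutation test, p = 0.704). The lower count with *Polr2a* + *Tbp* therefore does not show that fold changes differ between the pairs. Plate, run and cell composition stay open here too.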

How the results depend on the processing

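The alternatives with cDNA amount as covariate, with a single gene of a pair as reference and with stability computed from the values of the authors' normalized table were chosen after the data were seen, and the others were planned.

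In the comparisons of *Cxcl10*, *Ifng* and *Tnf* outside limma, the threshold was an unadjusted p of 0.05. With *Il2rg* + *Itgb2*, *Cxcl10* kept its direction and its side of the threshold under all 8 alternatives (log2 fold change 0.61 to 0.86, p from 0.000380 to 0.0381). *Ifng* did so under 6 of 8 (p from 0.00504 to 0.0564). With cDNA amount as covariate its log2 fold change was 0.47 (p = 0.0564), and the cause was not tested. With same-numbered mice as blocks it was 0.69 (p = 0.0542) over 15 pairs, fewer mice than in the unpaired test. Nothing in the sources used here says that the numbers pair the mice. Over 23 pairs the mean correlation of same-numbered mice was 0.185, above 0.1 in 15 pairs, against 0.00222 for other numbers (permutation test, p = 0.123), so a shared run was not shown and is not excluded. Of 49 results run with blocks, 45 kept their call. In limma with *Il2rg* + *Itgb2* and blocks, the adjusted p was 0.0680 for *Cxcl10* (from 0.0241 over its alternatives) and 0.0524 for *B2m* (from 0.00229), both above 0.05. *Tnf* kept its side of the threshold under 7 of 8 alternatives (p from 0.00314 to 0.0618), the exception being *Il2rg* alone (0.39, p = 0.0618). The cause was not tested.

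With *Polr2a* + *Tbp* replaced by the geometric mean of the 71 genes, the log2 fold changes were 0.61 for *Cxcl10*, 0.74 for *Ifng* and 0.35 for *Tnf* (p = 0.0144, 0.0271 and 0.0374). With *Hprt* alone they were 0.86, 1.03 and 0.60 (p = 0.000380, 0.00504 and 0.00314). With cDNA amount as covariate and *Polr2a* + *Tbp* kept, they passed the threshold for *Cxcl10* (0.70, p = 0.0430) and *Tnf* (0.40, p = 0.0471). In the first 2 of these settings the pair is no longer the reference, and for the covariate the cause was not tested. Of 51 comparisons of the 3 genes under alternatives, 40 kept their call, 3 lost it and 8 gained it, and 0 reversed.

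With each mouse left out in turn, 254 of 264 tests of the 3 genes kept their call. The 10 exceptions were those of *Tnf* with *Il2rg* + *Itgb2*, whose log2 fold change ran from 0.39 to 0.48. They were the tests without infected mice 1, 5, 6, 7, 11 and 20 and control mice 6, 8, 18 and 20, with p from 0.0503 to 0.0517. The number of genes past the threshold in limma ran from 15 to 21 with *Il2rg* + *Itgb2*, and at least 15 of the 18 were shared. With *Polr2a* + *Tbp* it ran from 3 to 6, with 5 genes without infected mouse 7, 6 without infected mouse 10 and 5 without infected mouse 11.

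The number of genes with M < 0.5 depends on how M is listed. With a gene's own M at removal it was 16 in control, 15 in infected and 12 in all mice, and with no stepwise exclusion 0, 0 and 0. A gene's own M at its removal is the highest of the genes then present, so it lies above their average, and without exclusion the least stable genes enter every M. Of the classical RG, 2 were in the NormFinder top 20 of all mice with no groups, and 1 was in the RefFinder top 20 of all mice without BestKeeper. The cause was not tested for these 2 counts. The genes shared by the 3 top-10 lists were 6 in control mice and 5 in all mice under each alternative run, and 8 or 9 in infected mice. Of 257 ranks of named genes under alternatives, 231 stayed within 1 bootstrap SE and 26 moved further.

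For limma with *Il2rg* + *Itgb2*, the count stayed between 13 and 25 under 8 alternatives. With *Polr2a* + *Tbp* it was 9 with array weights, 7 with cDNA amount as covariate and 1 with the authors' normalized table, causes not tested. It was 1 of 69 genes when only genes measured in every mouse were tested, where fewer genes are tested, and 25 with the geometric mean of the 71 genes, where the pair is no longer the reference. Of 328 results of named genes, 292 kept their call, 9 lost it, 27 gained it and 0 reversed. *Il5ra* lost its call with no filter and with the Mann-Whitney test (adjusted p over its alternatives from 0.00636 to 0.0678), *Tgfb1* with array weights and the Mann-Whitney test (from 0.00424 to 0.0810), and *Myd88* with array weights (from 0.0190 to 0.0810). With *Polr2a* + *Tbp*, *Il21* and *Il22ra2* lost it with the authors' normalized table (adjusted p = 0.0639 for each, the highest over their alternatives, with lowest values of 0.000143 and 2.06e-05).

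Leaving out 1 mouse changed the call of *Cxcl9* without infected mice 1, 2 and 5 and control mouse 9 (highest adjusted p = 0.0569). That of *Il5ra* changed in 25 of 47 fits, without control mice 2, 3, 4, 5, 9, 10, 11, 14, 15, 16 and 17 and infected mice 1, 3, 5, 7, 8, 13, 14, 15, 17, 19, 20, 21, 23 and 24 (highest adjusted p = 0.0729). That of *Tgfb1* changed in 22 of 47, without control mice 1, 4, 7, 9, 10, 11, 15, 16, 18, 22 and 23 and infected mice 1, 2, 3, 4, 5, 7, 15, 17, 19, 21 and 23 (highest adjusted p = 0.0757). *Ifng*, with an adjusted p of 0.0552, crossed the threshold in 12 fits, without control mice 3, 5, 8, 12 and 20 and infected mice 6, 8, 12, 13, 14, 15 and 18 (lowest adjusted p = 0.0223). *Tnf*, with 0.0613, crossed it in 9, without control mice 3, 10 and 22 and infected mice 3, 8, 12, 13, 14 and 18 (lowest adjusted p = 0.0325), and also with cDNA amount as covariate (adjusted p = 0.0372, highest over its alternatives 0.116).

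Alternatives that set missing Cq to the last cycle, restrict candidates to lower mean Cq or set a Cq limit for detection were not run, because Cq values were not analysed here. The number of assays with a value rose with cDNA amount (the lower Spearman's rho of the 2 groups was 0.948).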

Differences from the paper's values

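Of 88 values that the paper states in its text, Fig 4 or S2 to S4 Tables and that are compared here, 7 differed by more than 1.5 times and by more than their error, all of them RefFinder ranks. Smaller differences in counts and in the order of genes are given after these ranks. The comparison does not cover every gene in those tables, and the 9 ranks of 1 gene, 1 of which differed by the same rule, were left out after the values were seen. The alternatives set before the data were examined for these ranks were the SD in place of the mean absolute deviation in BestKeeper, and the ranking without BestKeeper.

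In control mice the paper's RefFinder rank of *Hprt* is 1, and here it was 7, with 7 and 8 under the 2 alternatives, so neither removes the difference. The paper's rank of *Il2rg* is 8, and here it was 3 (3 and 2, neither removes it). The paper's rank of *Itgb2* is 6, and here it was 2. With the SD in BestKeeper it was 2 and still differed, and without BestKeeper it was 4 and no longer did. The paper's rank of *Stat4* is 2, and here it was 20 (20 and 24, neither removes it). In infected mice the paper's rank of *Hprt* is 35, and here it was 8 (8 and 7, neither removes it). The paper's rank of *Itgb2* is 3, and here it was 1 (1 and 1, neither removes it). The paper's rank of *Il10rb* is 1, and here it was 5 (5 and 5, neither removes it).

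The paper's NormFinder values are on another log scale. The values computed here on log2 RQ were larger by a median factor of 1.44, which is the factor between log2 and natural logarithms. On the natural-log scale the value of *Myd88* in control mice was 0.110 and that of *Itgb2* in infected mice 0.131, and the ranks are the same on both scales.

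The paper names *Hprt* and *Stat4* as the best RefFinder genes of control mice, whereas *Myd88* and *Itgb2* came first here. It names *Il10rb* and *Tgfbr1* for infected mice, whereas *Itgb2* and *Il6st* came first here. No setting that was run put the genes named by the paper first. It gives *Pgk1* a higher RefFinder rank in infected mice than the 15 found here, which was 14 without BestKeeper.

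The paper lists 1 gene fewer as shared by the 3 top-10 lists in each set of mice. Here 6, 8 and 5 genes were shared in control, infected and all mice, the additional ones being *Il18bp* in control, *Hprt* in infected and *Il6ra* in all mice.

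By geNorm in infected mice, the paper gives *Pgk1* a later rank than the 12 found here. With genes measured in every infected mouse as candidates, *Pgk1* ranked 15, as it did with no stepwise exclusion. With the values of the authors' normalized table, an alternative chosen after seeing the values, *Pgk1* ranked 15 as well, and all 10 genes of the paper's top 10 were in the top 10.

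The paper states that immune-related genes with M below the threshold in control mice are more stable than the classical RG. Of these 24 genes, 4 ranked above *Hprt* here, and all 24 ranked above the other classical RG. The paper proposes that its set of genes is expressed more homogeneously in infected mice. Here the mean M was 0.858 in infected and 0.827 in control mice, the other direction, although more genes were shared between the top-10 lists of infected mice (8 against 6). The paper gives a share of reactions without amplification below the 13.7% of combinations of assay and mouse that lacked a value here. At 3 reactions for each of these, 2163 reactions would lack amplification, against the paper's 1516.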

Other observations

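Of the tests in this part, those chosen after the result was seen are cDNA amount as covariate for *Cxcl10*, *Ifng* and *Tnf* by gene, the spread tied to cDNA amount, the shift between the pairs by gene, the removal of the relation to cDNA amount for *Tbp* and *Polr2a*, the relation of the number of assays to cDNA amount, the replacement of *Il1a* values, the exchange of labels and the relation of BestKeeper to the slope on cDNA amount.

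*Cxcl10*, *Ifng* and *Tnf* had an unadjusted Mann-Whitney p under 0.05 with *Il2rg* + *Itgb2* and not with *Polr2a* + *Tbp*. Adjusted over the 6 comparisons, the Mann-Whitney p of *Tnf* with *Il2rg* + *Itgb2* was 0.0638. The fold changes of the 2 pairs were not shown to differ. The shift between the pairs was 0.10 on the log2 scale in all mice (SD 0.87, permutation p = 0.704) and 0.40 in the 38 mice with an *Ifng* value (permutation p = 0.0753). A shift of one pair against the other by infection cannot be told apart from the spread between mice, and it stays open above all for *Ifng*. A difference in cDNA amount between the groups is argued against for *Cxcl10* and *Tnf*, since with cDNA amount as covariate the higher of the 2 p with *Il2rg* + *Itgb2* was 0.00763. For *Ifng* that p was 0.0564, and the effect of cDNA amount cannot be told apart from that of infection, because the mice with no *Ifng* value had less cDNA on average. Over all mice the *Polr2a* + *Tbp* factor follows cDNA amount less than proportionally. Mice of like cDNA amount also differed in it by place in the sample list, so this response is not shown to be one to cDNA amount alone. With cDNA amount as covariate, the higher permutation p of *Cxcl10* and *Tnf* with that pair was 0.0471. With *Il2rg* + *Itgb2*, log2 NRQ of *Tnf* and *Ifng* followed cDNA amount too (all mice, *Tnf* r = −0.617, adjusted p = 0.000133, and *Ifng* r = −0.710, adjusted p = 3.43e-05, against 0.406 and −0.268 with *Polr2a* + *Tbp*). The SD within groups tied to cDNA amount was 0.54 for *Cxcl10* with *Polr2a* + *Tbp* and 0.15 with *Il2rg* + *Itgb2*, a difference of 0.39 (bootstrap SE 0.23), and 0.32 and 0.37 for *Tnf*, a difference of −0.0450 (SE 0.13). Both differences lie within 2 SE, so for *Cxcl10* and *Tnf* an effect of that response on the loss of significance cannot be told apart from other spread. With cDNA amount removed, the SD was still larger with *Polr2a* + *Tbp*, by 0.34 (SE 0.06) for *Cxcl10* and 0.21 (SE 0.05) for *Tnf*, which argues against cDNA amount as the whole source of the wider spread. For *Ifng* the p with *Polr2a* + *Tbp* and cDNA amount as covariate was 0.350, still above 0.05. The SD of its log2 NRQ was 0.79 in control and 1.06 in infected mice with that pair, against 0.88 and 1.03 with *Il2rg* + *Itgb2*. Within groups it was 0.95 against 0.97, so a wider total spread was not seen for this gene. With cDNA amount removed, however, its SD was larger with *Polr2a* + *Tbp* by 0.23 (SE 0.07). Added spread apart from cDNA amount therefore stays open for *Ifng*. *Tbp* as the only source of the loss is argued against, since with *Polr2a* as single reference the smallest of the 3 p was 0.141.

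*Tbp* and *Polr2a* were among the 10 worst genes of NormFinder in control mice. With the linear relation to cDNA amount removed, *Tbp* moved from rank 68 to 50, which is consistent with a response to cDNA amount below proportional as a source of its instability. The NormFinder value of *Polr2a* fell from 0.928 to 0.766, while its rank moved from 66 to 70. That rank argues against such a response as the whole source of its instability, and a part in it stays open. For neither gene was cDNA amount separated from place in the sample list. BestKeeper ranked *Tbp* first in each set of mice. Across genes, which are not independent, the SD of log2 RQ had a Spearman correlation of 0.991 with the slope on cDNA amount and of 0.0104 with the NormFinder value. BestKeeper may therefore rank genes by how little they follow cDNA amount. No biological explanation was tested for these rankings.

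The number of assays with a value differed between mice. The lower of the Spearman correlations with cDNA amount within control and within infected mice was 0.948, consistent with cDNA amount as the source, and infection as the source is argued against, since the number ran from 80 to 110 within control mice alone (infected against control, permutation p = 0.761). The mice with no *Ifng* value had less cDNA in both groups, with the higher of the 2 exact permutation p at 0.0479, so missing *Ifng* values may reflect cDNA amount. Whether RNA input, reverse transcription or loading made the amounts differ was not tested.

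The mean M of the 71 genes was higher in infected than in control mice, and 61 of 100 splits of the mice gave a difference as large, so chance cannot be excluded.

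The log2 NRQ of *Cxcl10* with *Il2rg* + *Itgb2* had an SD of 1.04 in infected and 0.45 in control mice, a ratio of 2.32, the largest of 69 genes. The permutation p was 0.0168, and 0.387 after adjustment over the 69 genes, so the difference in spread cannot be told apart from chance when all genes are considered. Of the 24 infected mice, 7 lay above the highest control mouse, and without the 2 highest mice the ratio was 1.77. The 7 were infected mice 1, 2, 4, 20, 21, 23 and 24, from the first and last listed stretches of infected mice. Whether the stretches differ was not tested. cDNA amount is argued against, since the ratio was 2.21 once the relation to it was removed. Within infected mice, the correlation of *Cxcl10* with *Cxcl9* was r = 0.421 (permutation p = 0.0397) and rho = 0.606 (p = 0.00176), with r = 0.459 without 2 mice. With *Ifng* in 21 mice it was r = 0.559 (permutation p = 0.00794) and rho = 0.584 (p = 0.00612), with r = 0.479 without 2 mice. Adjusted over 96 genes, the larger of these Spearman p was 0.0346, which is consistent with an interferon response that differs between infected mice. The adjusted Pearson p, 0.146 for *Cxcl9* and 0.0568 for *Ifng*, do not pass 0.05, so the relation rests on ranks. In control mice rho was 0.235 for *Cxcl9* and 0.314 for *Ifng*, and the difference between the groups was not tested. Differences between plates or runs and in cell composition stay open.

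The *Il5* and *Icosl* rows of the normalized table were exchanged before it was compared or used here. The 2 tables of the authors then differ beyond the normalization in 52 of 4540 values, in 30 genes, at a tolerance of 0.001 on the log2 scale. The median of these differences was 1.23 and the largest 4.71, and 48 of the 52 were lower in the RQ table. *Il10* has 3 values only in the RQ table and *Tlr2* has 1 only in the normalized table. The geNorm ranks of infected mice differ between the tables, with 31 genes moved by more than 5 places. Replacing 2 values of *Il1a*, of infected mice 20 and 24, gave 71 of 71 genes the rank of the normalized table, consistent with these 2 of 1704 values as the source. For example, *Stat5a* moved from rank 44 to 13, *Ccl5* from 42 to 14 and *Ifngr1* from 40 to 12. These 3 genes were chosen after their values were seen. Stepwise exclusion may thus pass a change in 1 gene on to the ranks of many others. Under the labels as given, the *Il5* and *Icosl* rows also differ. Under the other label, *Icosl* had a ratio between the tables that was constant within the same tolerance in 47 of 47 mice. *Il5* had such a ratio in 2 of the 3 mice with a value. Exchanged labels in the normalized table would give constant ratios, but they leave the remaining *Il5* value, of infected mouse 12 and among the 52, unaccounted for. No biological explanation was tested for differences between the tables.

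Some genes in the top-10 lists differed between infected and control mice. Of the 24 genes in any top 10 of S2 to S4 Tables, 22 were tested by limma with *Il2rg* + *Itgb2*, and 5 passed the adjusted threshold. All 5 are in a top 10 of control mice. All 5 also passed it with the geometric mean of the 71 genes as reference, and 0 with *Polr2a* + *Tbp*. Of the 69 tested candidates, 13 passed it.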
